# Chemotherapy-related cachexia is associated with mitochondrial depletion and the activation of ERK1/2 and p38 MAPKs

**DOI:** 10.18632/oncotarget.9779

**Published:** 2016-06-02

**Authors:** Rafael Barreto, David L. Waning, Hongyu Gao, Yunlong Liu, Teresa A. Zimmers, Andrea Bonetto

**Keywords:** chemotherapy, cachexia, muscle wasting, MAPKs, mitochondria

## Abstract

Cachexia affects the majority of cancer patients, with currently no effective treatments. Cachexia is defined by increased fatigue and loss of muscle function resulting from muscle and fat depletion. Previous studies suggest that chemotherapy may contribute to cachexia, although the causes responsible for this association are not clear. The purpose of this study was to investigate the mechanism(s) associated with chemotherapy-related effects on body composition and muscle function. Normal mice were administered chemotherapy regimens used for the treatment of colorectal cancer, such as Folfox (5-FU, leucovorin, oxaliplatin) or Folfiri (5-FU, leucovorin, irinotecan) for 5 weeks. The animals that received chemotherapy exhibited concurrent loss of muscle mass and muscle weakness. Consistently with previous findings, muscle wasting was associated with up-regulation of ERK1/2 and p38 MAPKs. No changes in ubiquitin-dependent proteolysis or in the expression of TGFβ-family members were detected. Further, marked decreases in mitochondrial content, associated with abnormalities at the sarcomeric level and with increase in the number of glycolytic fibers were observed in the muscle of mice receiving chemotherapy. Finally, ACVR2B/Fc or PD98059 prevented Folfiri-associated ERK1/2 activation and myofiber atrophy in C2C12 cultures. Our findings demonstrate that chemotherapy promotes MAPK-dependent muscle atrophy as well as mitochondrial depletion and alterations of the sarcomeric units. Therefore, these findings suggest that chemotherapy potentially plays a causative role in the occurrence of muscle loss and weakness. Moreover, the present observations provide a strong rationale for testing ACVR2B/Fc or MEK1 inhibitors in combination with anticancer drugs as novel strategies aimed at preventing chemotherapy-associated muscle atrophy.

## INTRODUCTION

Cachexia, a devastating condition occurring in 22% to 55% of advanced colorectal cancer cases, is associated with marked loss of body weight and depletion of fat and muscle storage [1, 2]. Cachexia is primarily characterized by skeletal muscle and adipose tissue wasting, but is also associated with increased fatigue, poor performance status, reduced quality of life and high mortality [3, 4]. Available evidence suggests that chemotherapy (i.e. the use of cytotoxic and antiproliferative drugs) may play a key role in the development and sustainment of cachexia. Chemotherapy is frequently accompanied by numerous side effects, including nausea, diarrhea, anorexia. Among these, increased muscle weakness represents one of the most debilitating [5], affecting patient's quality of life and resulting in increased morbidity and mortality.

Despite the fact that the molecular mechanisms responsible for the development of cachexia have been studied for several decades, little is known about the effects of various cancer treatments on cachexia-related symptoms, and a plethora of conflicting observations are present in the literature. It has been suggested that several antineoplastic drugs may cause direct host cell modification as well as induce a negative nitrogen balance in healthy animals and in tumor hosts [6]. For instance, Damrauer et al. reported that several chemotherapeutics, including cisplatin, CPT-11, adriamycin, and etoposide, may directly cause muscle wasting via activation of the NF-κB pathway, and suggested that these effects were independent of their inhibition of tumor growth as well as commonly implicated ubiquitin-proteasome system or indirect effects via production of pro-inflammatory cytokines, such as IL-1β, IL-6 and TNF [7]. The same chemotherapeutics were also shown to induce oxidative stress, thereby promoting tissue injury [7–9]. In contrast with these observations, previous studies found that cisplatin, part of the standard care of treatment of lung, ovary, testicular and bladder cancers, activates inflammation and ubiquitin-dependent catabolism and down-regulates muscle anabolism in mice, thus leading to weight loss associated with loss of adipose tissue and muscle mass [10, 11]. Cisplatin was also show to up-regulate the expression of myostatin, a member of the TGF-beta family of growth factors also known to negatively regulate muscle mass in the occurrence of cancer, thus contributing to muscle wasting via activation of proteasome-dependent muscle catabolism [11–13]. Similarly, sorafenib, a multi-kinase inhibitor successfully tested for the treatment of several kinds of pre-clinical tumor models [14], was shown to promote muscle wasting in association with the activation of the ubiquitin-and Ca^2+^-dependent proteolytic systems [15].

Regardless of the mechanisms of action, preserving muscle mass may also represent an important therapeutic strategy for the treatment of cachexia associated with chemotherapy administration. Indeed, several indications recommended the use of strategies aimed at antagonizing myostatin in order to enhance muscle anabolism and prevent muscle catabolism in cancer cachexia and to prolong life, even in the absence of direct effects on tumor growth [13, 16–19]. Analogously, administration of ghrelin, an endogenous ligand for the growth hormone secretagogue receptor (GHSR)-1a, was shown to protect against cisplatin-induced cachexia by promoting muscle anabolism in experimental animals [11]. To further support the idea that promoting muscle mass may benefit patients' tolerance to chemotherapy, it was also reported that cancer patients affected with muscle depletion (regardless of body weight) are more susceptible to developing severe drug-associated toxicity and show a poorer prognosis. In contrary, subjects with higher muscle mass or those who do not show sarcopenia at diagnosis are generally more resistant and may tolerate higher doses of chemotherapy that, in turn, would likely increase the chance of cure and disease-free survival [1, 20–23].

The purpose of this study was to investigate whether chemotherapeutics, such the ones that are utilized for the treatment of colorectal tumors, promote the development of cachexia. In order to do so, we tested *in vivo* chemotherapy regimens frequently used as preferred therapy for the treatment of colorectal cancers, in particular in the late metastatic stages of the disease, such as combinations of 5-fluorouracil (5-FU), leucovorin and either CPT-11 (i.e. Folfiri) or oxaliplatin (i.e. Folfox). We assessed muscle morphology and fiber size in the presence of anticancer compounds, effects on body composition and muscle strength, along with the modulation of chemotherapy-specific genes and proteins. We then investigated whether promoting muscle growth by using soluble Activin Receptor 2B (ACVR2B/Fc), a widely studied myostatin inhibitor, or whether preventing the activation of the MAPKs by administering PD98059, a MEK1 pharmacologic antagonist, in combination with Folfiri prevented the associated myofiber atrophy in C2C12 myotube cultures. The findings from this study suggest a potentially causative role for chemotherapy in the occurrence of muscle loss and weakness, and support the investigation of strategies making use of ACVR2B/Fc or MEK1 inhibitors in combination with anticancer drugs in order to prevent chemotherapy-associated cachexia.

## RESULTS

### *In vivo* chemotherapy administration causes adipose tissue and skeletal muscle weight loss as well as a transient decrease in food intake

In order to investigate whether chemotherapy was able to directly affect muscle mass growth and homeostasis, we administered Folfox or Folfiri chemotherapy regimens to adult (8-week old) male CD2F1 healthy mice (*n* = 8) for up to 5 weeks. Control animals were administered the vehicle only. We observed no changes in body weight over the first 3 weeks of treatment; however, the Folfiri-treated animals showed progressive body weight loss starting at week 4, while the mice receiving Folfox substantially maintained their initial body weight (Figure 1A). At the end of the 5-week period, the Folfiri-treated animals showed significant loss of body weight (about 10% *vs.* vehicle, *p* < 0.01; Figure 1A), consistent with marked loss of fat (Figure 1B) and lean tissue (Figure 1C). Notably, the administration of chemotherapy did not affect the overall body growth, as also supported by the absence of differences in the tibia length among Folfiri- and vehicle-treated animals (Figure S1). All the chemotherapy-treated animals showed marked quadriceps muscle wasting (−23% *vs.* vehicle, *p* < 0.001), while only the mice that received Folfiri also exhibited loss of gastrocnemius and tibialis anterior mass (Figure 1D). Interestingly, the decrease in muscle mass following chemotherapy treatment was not associated with a reduction in the overall mobility, as shown by the mouse activity monitoring (Figure S2). Further, no effects on cardiac muscle were observed (Figure 1D). Following chemotherapy treatment, splenomegaly and severe depletion of gonadal adipose tissue and kidney mass were recorded (Figure 1E). In order to establish whether these effects were associated with changes in food intake, food consumption was monitored daily. Some sudden drops in food intake were detected in the mice soon after the administration of chemotherapy, although no significant difference in the average consumption was reported over the whole experimental period (Figure 1F; AUC Vehicle = 53.97, Folfox = 53.09, Folfiri = 51.26). Further, no significant alterations were observed in the morphology of the gastrointestinal tract from mice that were administered the chemotherapeutics (Figure 1G).

**Figure 1:**
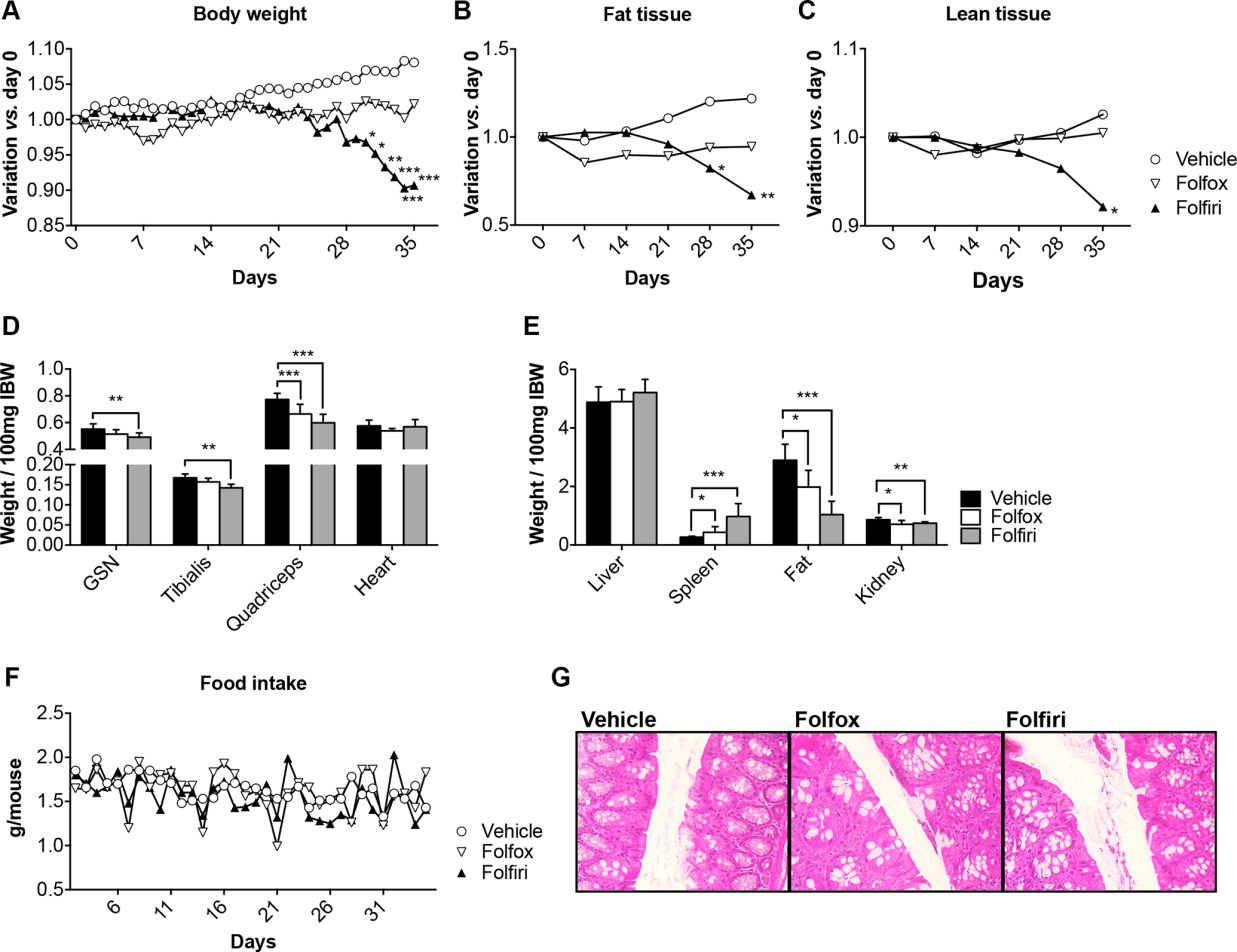
*In vivo* chemotherapy administration causes adipose tissue and skeletal muscle weight loss Body weights (**A**), body composition assessment (fat and lean tissues) performed by means of EchoMRI (**B–C**), muscle (**D**) and organ (**E**) weights in mice treated with chemotherapy for up to 5 weeks (*n* = 4–6). Weights were normalized to the Initial Body Weight (IBW) and expressed as weight/100mg IBW. Overall food intake over the 5-week experimental period (**F**). Representative gut morphology in vehicle- and chemotherapy-treated animals (**G**). FBW: Final Body Weight; GSN: Gastrocnemius; Gem: Gemcitabine. Significance of the differences: *p < 0.05; **p < 0.01; ***p < 0.001 *vs.* Vehicle.

### Folfiri-derived muscle atrophy associates with significant muscle weakness

Unlike Folfox, Folfiri caused marked depletion of skeletal muscle mass, consistent with reduction of fiber size in the tibialis anterior muscle (−20% *vs.* vehicle, *p* < 0.05; Figure 2A–2B). The loss of muscle mass experienced following Folfiri administration was also associated with a reduction in muscle strength, assessed as whole body muscle force (−17% vs. vehicle, *p* < 0.01; Figure 2C). However, the evaluation of the specific whole muscle strength (normalized to the body weight) did not show any changes as compared to the control (Figure 2D). Notably, the *ex-vivo* muscle contractility assessment detected a marked decrease in EDL muscle force in the mice that were exposed to Folfiri for 5 weeks (Figure 2E–2F).

**Figure 2:**
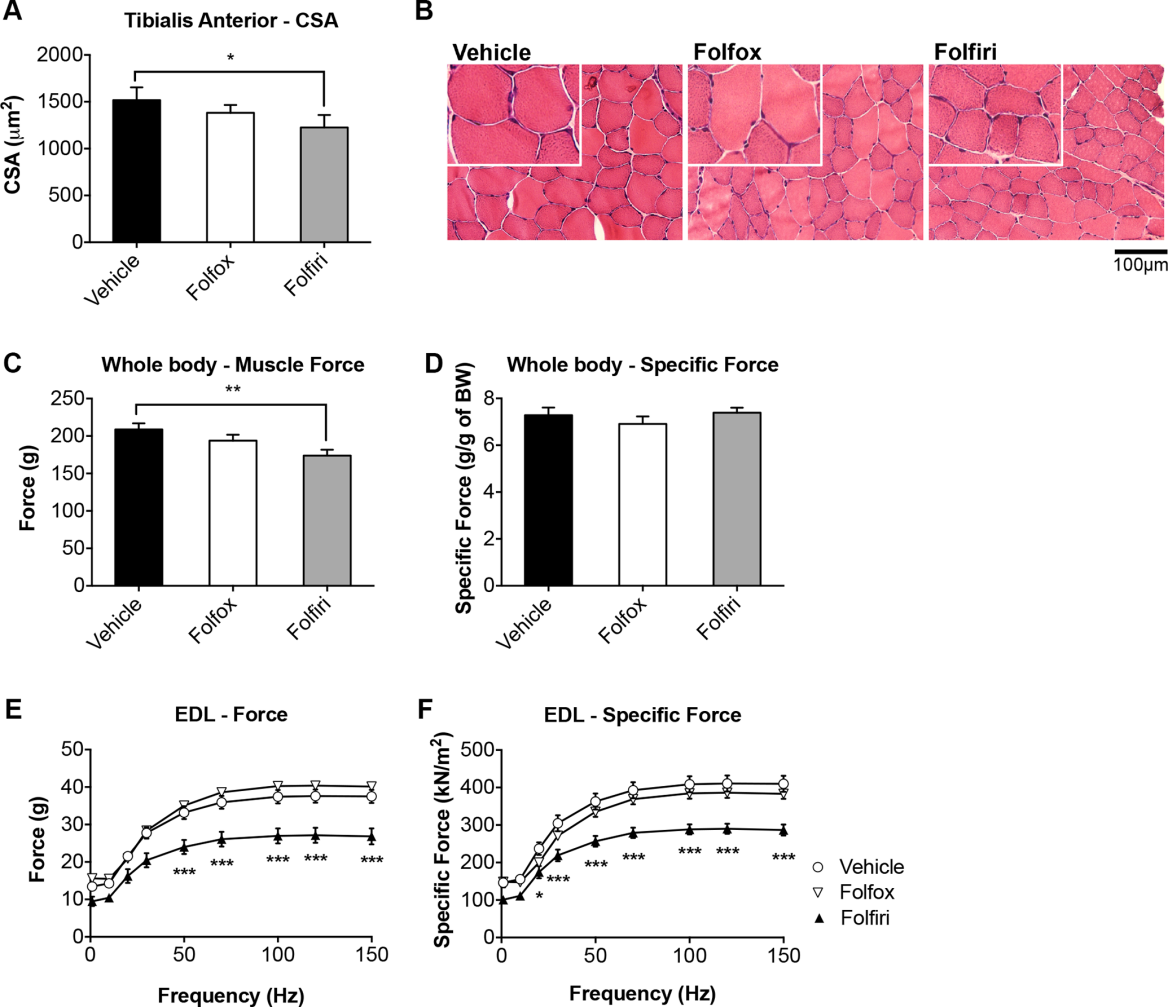
Folfiri-derived muscle atrophy associates with significant muscle weakness Muscle cross sectional area (CSA) in the tibialis muscle of mice exposed to chemotherapy (**A**) and tibialis anterior morphology (H&E staining) (**B**). Whole body grip strength, reported as peak force (**C**) and specific (normalized) force (**D**), was measured by taking advantage of a grip strength meter and expressed as the average of the three top pulls from each animal (*n* = 4–6). Ex-vivo muscle contractility was performed on EDL muscle excised from animals administered chemotherapy for up to 5 weeks (**E–F**). Data expressed as means ± SEM. Significance of the differences: *p < 0.05; **p < 0.01; ***p < 0.001 *vs.* Vehicle.

### The muscle of mice exposed to chemotherapy exhibits up-regulation of ERK1/2 and p38 MAPKs and down-regulation of mitochondrial proteins

In order to investigate whether the muscle phenotype observed following chemotherapy treatment was also associated with modulation of muscle-specific signaling pathways, we assessed the levels of a number of proteins known to be involved in the regulation of skeletal muscle growth. Interestingly, we observed modulation of several mediators of muscle atrophy or markers of mitochondrial biogenesis using Western blotting analysis performed on whole muscle protein extracts from mice exposed to chemotherapy, while contrary to previous reports in other experimental models [24, 25] muscle wasting did not seem to be associated with substantial modulation of autophagic degradation (Figure 3A–3B). In particular, all chemotherapy regimens showed hyperphosphorylation of both ERK1/2 and p38 MAPKs, thus suggesting that these signaling pathways might contribute to muscle wasting in the presence of anticancer treatments. These findings are consistent with previous data reported in other experimental conditions [26–28] (Figure 3A–3B). Of note, Folfiri administration was also associated with a significant reduction of muscle anabolism, as suggested by the decrease in AKT phosphorylation (Figure 3A–3B). Interestingly, mitochondrial proteins, such as PGC- 1α, PGC-1β and Cytochrome C, were also markedly decreased in the muscle of the chemotherapy-treated mice, thereby suggesting that mitochondrial alterations might also contribute to the development of muscle wasting and increased muscle weakness.

**Figure 3:**
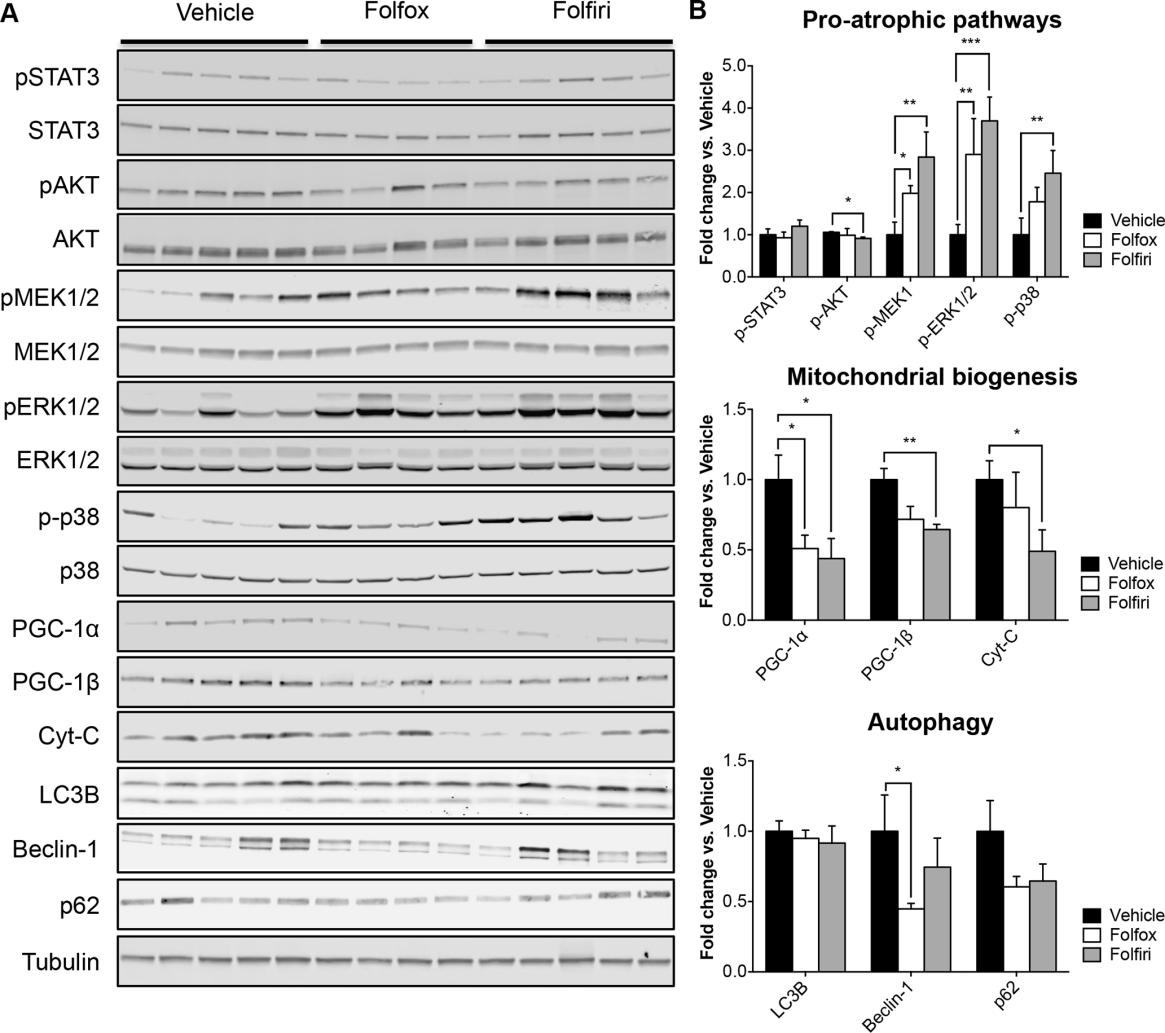
The muscle of mice exposed to chemotherapy exhibits up-regulation of ERK1/2 and p38 MAPKs and down-regulation of mitochondrial proteins Representative Western blotting (**A**) and quantification (**B**) for p-STAT3, STAT3, p-AKT, AKT, pMEK1/2, MEK1/2, p-ERK1/2, ERK1/2, p-p38, p38, PGC-1α, PGC-1β, Cytochrome C (Cyt-C), LC3B, Beclin-1 and p62 in muscle protein extracts from mice exposed to chemotherapy. Levels of phosphorylated proteins were normalized to the respective total protein expression. Tubulin was used as loading control. Data are expressed as Fold change *vs.* Vehicle and reported as means ± SEM. Significance of the differences: *p < 0.05; **p < 0.01; ***p < 0.001 *vs.* Vehicle.

### Chemotherapy-derived muscle wasting is not associated with activation of ubiquitin-dependent proteolysis or on TGFβ expression

In order to test whether muscle wasting was associated with activation of muscle proteolysis, we measured the proteasome chymotrypsin activity in the quadriceps muscle of mice exposed to chemotherapy. No significant change was observed in the muscle of mice receiving either Folfox or Folfiri, unlike what shown in the quadriceps of mice bearing the C26 tumor (Figure 4A; see also [29, 30]). Further, gene expression analysis, performed by qRT-PCR, revealed no change in ubiquitin-ligases commonly overexpressed in conditions of muscle wasting, such as Atrogin-1, MuRF-1, Fbxo21 (SMART), Fbxo30 (MUSA1) and Fbxo31 [24], as measured in the skeletal muscle of mice exposed to chemotherapy for up to 5 weeks (Figure 4B). Similarly, TGFβ-associated ligands, such as TGFβ-1 and −2, myostatin and Activin A, previously shown to play a causative role in conditions of muscle wasting [12, 31, 32], were unchanged in the muscle of animals treated with either Folfox or Folfiri (Figure 4C). Interestingly, the expression of markers of myogenesis and pluripotency, such as MyoD, Myogenin and Pax-7, was unaffected by the treatment with chemotherapy (Figure 4D).

**Figure 4:**
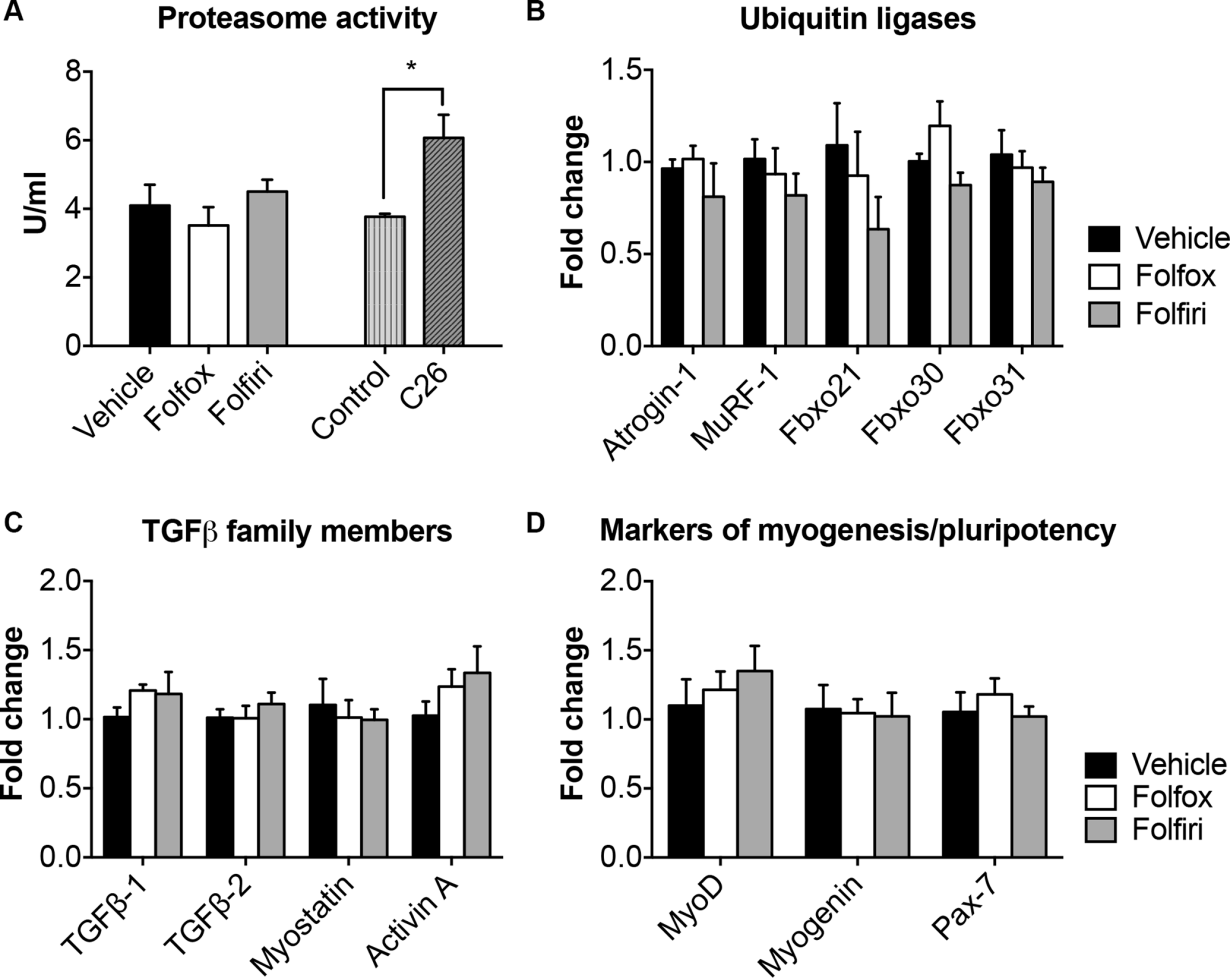
Folfiri-mediated muscle wasting is not associated with ubiquitin-dependent proteolysis or with increased expression of TGFβ-associated ligands or markers of myogenesis Chymotrypsin-like proteasome activity (U/ml) was performed on muscle from mice exposed to either Folfiri or Folfox and expressed as means ± SEM. Significance of the differences: *p < 0.05 *vs.* Vehicle (**A**). Gene expression levels for Atrogin-1, MuRF-1, Fbxo21 (SMART), Fbxo30 (MUSA1), Fbxo31 (**B**), TGF-β1, TGF-β2, myostatin, Activin A (**C**), MyoD, Myogenin and Pax-7 (**D**) was performed by qRT-PCR (Light Cycler 96, Roche, Indianapolis, IN). Gene expression was normalized to TBP levels. Data (fold change *vs.* vehicle) expressed as means ± SEM.

### Chemotherapy causes a shift towards more glycolitic fibers associated with marked depletion of mitochondria and aberrant muscle morphological features

In line with the marked reduction in mitochondrial proteins observed in Figure 3, the succinate dehydrogenase (SDH) activity in the muscle of mice exposed to Folfox or Folfiri was markedly reduced compared to the vehicle-treated animals (Figure 5A–5B). This was also associated with a reduction in the size of both oxidative (dark blue) and glycolytic (light blue) fibers in the Folfiri treated animals (Figure 5C), in line with the CSA data displayed in Figure 2A–2B. Quite interestingly, chemotherapy was also shown to drive an oxidative to glycolytic fiber shift (Figure 5D), characterized by a reduction in oxidative fibers and a significant increase in the number of fibers associated with a more glycolytic metabolism in the tibialis muscle of mice exposed to either Folfox or Folfiri *vs.* Vehicle. Likewise, the TEM morphologic assessment of EDL muscles revealed major alterations at the sarcomeric level, with abnormalities consistent with fewer and smaller mitochondria (white arrows; Figure 6B–6C) and with markedly thinner Z-lines (black arrows) in the mice that received any of the chemotherapy regimens (Figure 6A). Similarly, the I-band, mainly constituted of thin actin filaments, appeared thinner or completely absent, particularly in the Folfox-treated animals (brackets; Figure 6A). Consistent with the mitochondrial toxicity observed following chemotherapy administration, increased levels of ROS were detected in the muscle of mice exposed to either Folfox or Folfiri (Figure S3).

**Figure 5:**
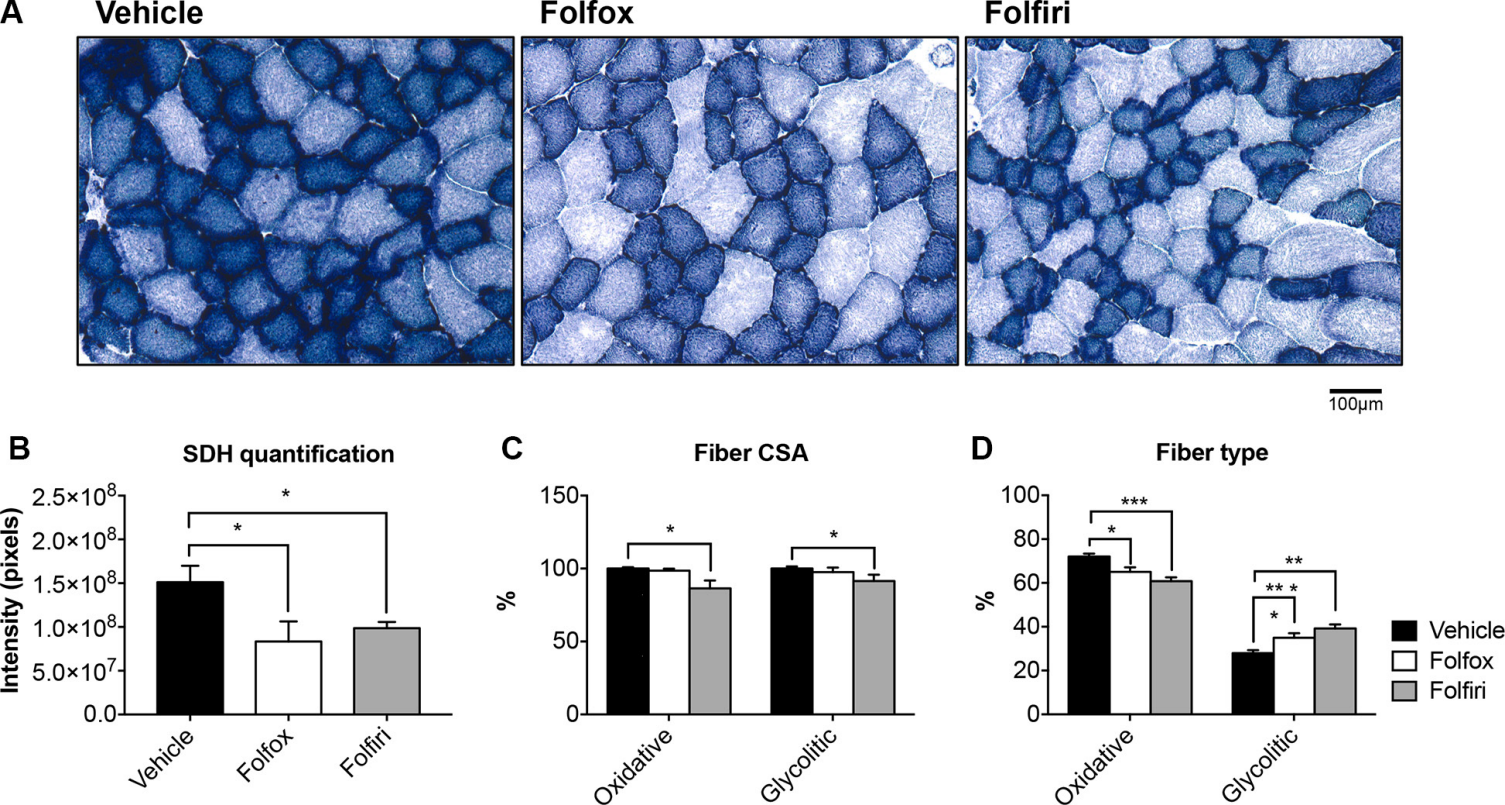
Chemotherapy causes marked reduction in mitochondrial activity and increase in the number of glycolytic muscle fibers Succinate dehydrogenase (SDH) staining was performed on 8 μm-thick sections from tibialis muscle frozen in liquid nitrogen-cooled isopentane (**A**). Quantification of signal intensity (expressed in pixels) (**B**), fiber-specific CSA (expressed as % of vehicle) (**C**) and number of oxidative (dark blue) and glycolytic (light blue) fibers (expressed as % of vehicle) (**D**) was assessed. Scale bar: 100 μm. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001 *vs.* Vehicle.

**Figure 6:**
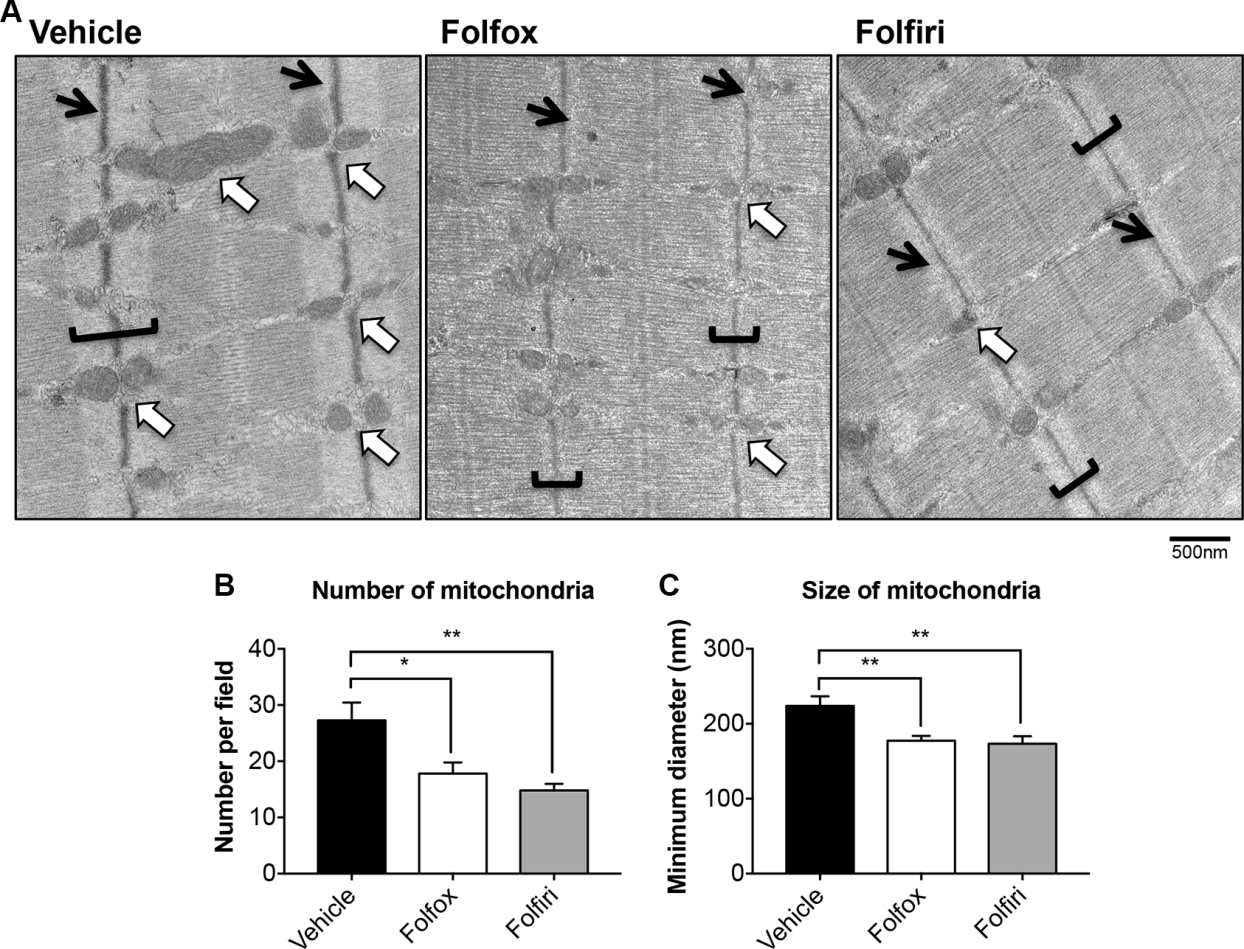
Chemotherapy causes depletion of mitochondria and aberrant muscle morphological features Electron microscopy micrographs (magnification: 30,000x) of EDL muscles from mice exposed to chemotherapy are reported in (**A**). White arrows indicate mitochondria. Black arrows indicate the Z-line. Brackets identify the I-bands. Scale bar: 500nm. Quantification of mitochondrial amount (number per field) (**B**) and size (minimum diameter, nm) (**C**) was performed. Significance of the differences: *p < 0.05, **p < 0.01 *vs.* Vehicle.

### RNA-Seq analysis reveals down-regulation of mitochondrial metabolism and up-regulation of lipid transportation and energy metabolism

Gene expression profiling of quadriceps muscle, performed by means of RNA-Sequencing analysis, identified a limited set of genes that were significantly modulated (False Discovery Rate < 0.05) following Folfiri administration (Figure 7 and Table S1). 

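RNA from the quadriceps muscle of 4 Vehicle-treated and 4 Folfiri-treated male CD2F1 mice was sequenced. Folfiri joins the antimetabolite 5-fluorouracil, leucovorin and CPT-11 (irinotecan, a topoisomerase inhibitor), at 30, 90 and 24 mg/kg for up to 5 weeks. The authors mapped SOLiD reads to mm9 and to a library of splice junctions, and counted reads for each RefSeq gene. Their deposited table lists 12896 genes and 0 genes of the mitochondrial chromosome, so transcripts encoded by mitochondrial DNA were not analysed here. The Vehicle libraries held 16303015, 11711549, 8505985 and 12655699 counts, and the Folfiri libraries 11921092, 21056818, 13477165 and 15789622. From these counts, 12883 genes with at least 40 reads summed over the 8 libraries were scaled by TMM and compared with edgeR's quasi-likelihood test, with the Benjamini-Hochberg adjusted p held under 0.05. Levels are given as CPM, counts scaled to a common library size, and intervals and floors cover counting error only. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. The paper's text names edgeR and a false discovery rate under 5%, but neither the test within edgeR nor a filter on low counts. In data simulated at this depth and spread, the quasi-likelihood test recovered 47% of changes of 1 and 91% of changes of 2 on the log2 scale. The simulation changed 100 genes by each size and drew genes independently of one another. These shares therefore do not show that changes of such size would be called in the real libraries. The 4 libraries of a group come from separate animals, and each p of a single gene measures the spread between these animals. A camera p at the preset correlation sets a list's genes against other genes and takes them as nearly independent. It therefore rests mainly on the spread over genes.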

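Exoc3l4, a gene named for its likeness to the exocyst subunit Exoc3, rose in the quadriceps of Folfiri-treated mice from 1.64 ± 0.336 to 11.1 ± 4.63 CPM (SD, n = 4 each). It lies on chromosome 12 of mm9 from 112655641 to 112669891, and its 4 Folfiri libraries all lay above its 4 Vehicle libraries. Its log2 fold change was 2.76 (standard error 0.34, adjusted p = 0.0396 by edgeR's quasi-likelihood test). Hamp2, a gene of the hepcidin family, stood at 0.729 ± 0.268 CPM in Vehicle and 3.67 ± 0.832 CPM in Folfiri muscle (SD, n = 4 each). Klf10, a transcription factor gene induced by TGFβ and chosen after its values were seen, stood at 30.4 ± 1.44 and 62.0 ± 10.8 CPM. Their log2 fold changes were 2.29 and 1.03 (adjusted p = 0.11 for either gene by the same test). Of the 12883 genes, 1 was higher and 0 were lower in Folfiri muscle by the quasi-likelihood test. At an unadjusted p under 0.05, 706 genes were higher and 518 lower, where chance gives 644 in all if genes are independent. Genes of a library move together, and this total of 1224 was not the largest among splits of the 8 libraries into 4 and 4. The split of Vehicle 1, Vehicle 2, Folfiri 1 and Folfiri 2 against the rest gave 1696. With the same threshold on the adjusted p, 66 genes were higher and 22 lower by edgeR's exact test, 76 and 25 by its likelihood ratio test, 52 and 25 by DESeq2, and 2 and 1 by limma voom with sample quality weights. Limma voom did not call Exoc3l4 (log2 fold change 2.55, adjusted p = 0.131). In 370 genes the Folfiri libraries all lay above the Vehicle libraries and in 343 all below, together 713. The chance share of 2.86% gives 368 on average, and how widely this number varies when genes move together was not tested. Scaled by library totals alone, which moved the median log2 fold change of all genes from 0.0109 to 0.139, 1173 genes were higher and 188 lower at an unadjusted p under 0.05. Exoc3l4 kept its call without Folfiri 2 and lost it without Vehicle 1 (adjusted p = 0.212), Vehicle 2 (0.0768), Vehicle 3 (0.0724), Vehicle 4 (0.255), Folfiri 1 (0.0679), Folfiri 3 (0.187) or Folfiri 4 (0.144), and without Vehicle 3 the 1 gene called was Six2, a homeobox gene, chosen after its values were seen.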

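Ucp1, the uncoupling protein of brown fat mitochondria, stood at 68.0 ± 122 CPM in Vehicle and 0.797 ± 0.577 CPM in Folfiri muscle (SD, n = 4 each). Cidea, a lipid droplet protein abundant in brown fat, stood at 26.1 ± 45.9 and 1.07 ± 0.724 CPM. The Vehicle 2 library held 251 CPM of Ucp1 and 94.8 CPM of Cidea, while the other Vehicle libraries held 0.615 to 19.2 and 0.322 to 8.76 CPM. Acot2, an acyl-CoA thioesterase of the mitochondrial matrix, stood at 15.4 ± 7.91 and 4.64 ± 2.09 CPM, and Fhl3, a LIM-domain protein of skeletal muscle, at 143 ± 26.4 and 60.5 ± 12.9 CPM. Every Folfiri library lay below every Vehicle library for Acot2 and Fhl3, while the groups overlapped for Ucp1 and Cidea. The log2 fold changes were -6.45 for Ucp1 (standard error 1.62, adjusted p = 0.272 by edgeR's quasi-likelihood test) and -4.65 for Cidea (standard error 1.38, adjusted p = 0.381). They were -1.73 for Acot2 (standard error 0.39, adjusted p = 0.268) and -1.24 for Fhl3 (standard error 0.20, adjusted p = 0.11). On mm9, Ucp1 lies on chromosome 8 from 85814247 to 85822355 and Cidea on chromosome 18 from 67503218 to 67527448. Acot2 lies on chromosome 12 from 85328811 to 85334825, close to the similar gene Acot1, which was not analysed here and may share reads with it. Fhl3 lies on chromosome 4 from 124377943 to 124385855.

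**Figure D1:**
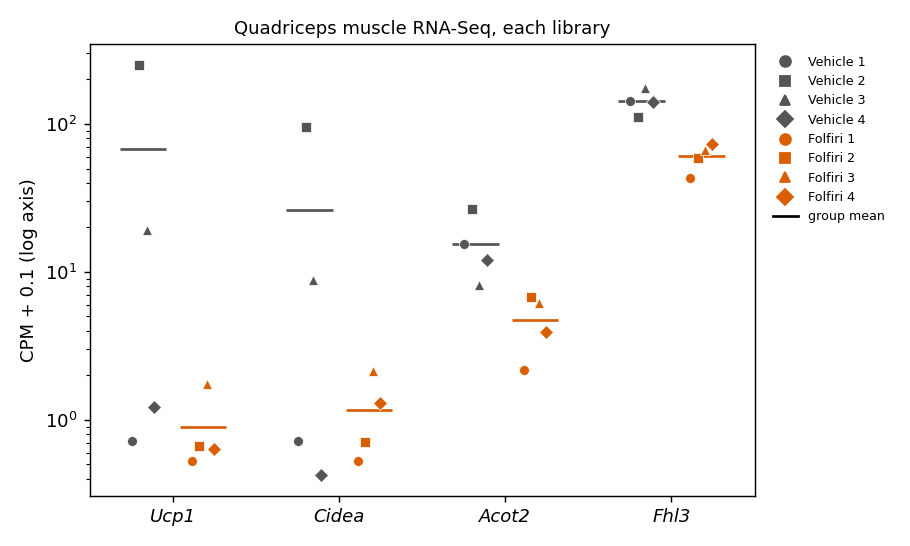
CPM plus 0.1 on a log axis for Ucp1, Cidea, Acot2 and Fhl3, a point for each library and a line for each group's mean. Vehicle 2 holds the highest value of Ucp1 (251 CPM) and of Cidea (94.8 CPM), and for Fhl3 the Folfiri points all lie below the Vehicle points.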

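As a group, Ucp1, Cidea and Acot2 were lower in Folfiri muscle by camera (median log2 fold change -4.65, adjusted p = 0.00512, and adjusted p = 0.446 with an estimated correlation). All 3 were lower when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. Without Vehicle 2 the median was -1.52, with log2 fold changes of -3.09 for Ucp1, -1.52 for Cidea and -1.34 for Acot2. Markers of brown adipocytes, listed after Figure 7 was seen and without its genes, had mostly negative log2 fold changes as well. Of 19 tested, 0 were lower over all genes tested by the quasi-likelihood test, 6 at an unadjusted p under 0.05 and 1 adjusted over the list alone, against 1 by the exact test and 0 by DESeq2. Otop1, a proton channel gene of brown fat, was among them, with a log2 fold change of -3.84 (standard error 1.16, adjusted p = 0.382 by edgeR's quasi-likelihood test), -0.99 without Vehicle 2, which held 19.1 CPM. The markers' median log2 fold change was -0.52 (adjusted p = 0.00209 by camera, and adjusted p = 0.483 with an estimated correlation). Without Vehicle 2 this median was -0.10 and the camera call was lost (adjusted p = 0.138).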

Interestingly, the pathway analysis showed marked down-regulation of the regulators of mitochondrial metabolism Ucp1, Cidea1 and Acot2, as well as the marker of muscle cell proliferation/pluripotency Fhl3 (Figure 7 and Table S1). 

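Liver transcripts of Figure 7, such as those of apolipoproteins, had few reads in Vehicle muscle and positive log2 fold changes in Folfiri muscle, most of them with the highest values in the Folfiri 1 and Folfiri 2 libraries. Apoa2, an apolipoprotein of HDL, stood at 0.199 ± 0.353 CPM in Vehicle and 8.65 ± 12.4 CPM in Folfiri muscle (SD, n = 4 each). Fabp1, the fatty acid binding protein of liver, stood at 0.0806 ± 0.114 and 5.79 ± 9.37 CPM, and Apob, the structural protein of VLDL and LDL, at 0.0932 ± 0.117 and 4.96 ± 7.09 CPM. Apoa1, the main protein of HDL, stood at 0.216 ± 0.292 and 5.39 ± 7.29 CPM. Scd2, a fatty acid desaturase, stood at 45.7 ± 9.01 and 139 ± 52.0 CPM, and Prkcz, an atypical protein kinase C, at 2.25 ± 0.307 and 5.79 ± 1.26 CPM, without such a concentration in Folfiri 1 and 2. Log2 fold changes were 5.94 for Fabp1 (standard error 1.53, adjusted p = 0.283 by edgeR's quasi-likelihood test), 5.29 for Apoa2 (standard error 1.25, adjusted p = 0.272) and 5.71 for Apob (standard error 1.42, adjusted p = 0.272). They were 4.49 for Apoa1 (standard error 1.12, adjusted p = 0.272), 1.61 for Scd2 (standard error 0.26, adjusted p = 0.11) and 1.37 for Prkcz (standard error 0.25, adjusted p = 0.187). Without Folfiri 1, which held 19.7 CPM of Fabp1 against 0.0754 to 2.69 in the other Folfiri libraries, the value was 2.99 for Apoa1 and also nearer to 0 for Fabp1. With Apoh and Alb these genes form a list of 8, of which 0 were higher over all genes by this test, 8 at an unadjusted p under 0.05, 8 by the exact test and 3 by DESeq2. Adjusted over the list alone, 8 were higher, which is not independent evidence, since the study chose them on these samples. Their median log2 fold change was 4.56 (adjusted p = 1e-10 by camera, and adjusted p = 0.0948 with an estimated correlation). Mup6, of the major urinary protein family, whose genes may share reads, and 10 other liver genes of Figure 7 together summed to 280, 81.6, 16 and 14 CPM in Folfiri 1 to 4 and to 1.16, 10.9, 1.31 and 0.804 CPM in Vehicle 1 to 4. On mm9, Fabp1 lies on chromosome 6 from 71149882 to 71155017, Apoa1 on chromosome 9 from 46036713 to 46038552, Apoa2 on chromosome 1 from 173155185 to 173156510 and Apob on chromosome 12 from 7984483 to 8023645. Prkcz lies on chromosome 4 from 154634227 to 154735537 and Scd2 on chromosome 19 from 44368166 to 44381352.

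**Figure D2:**
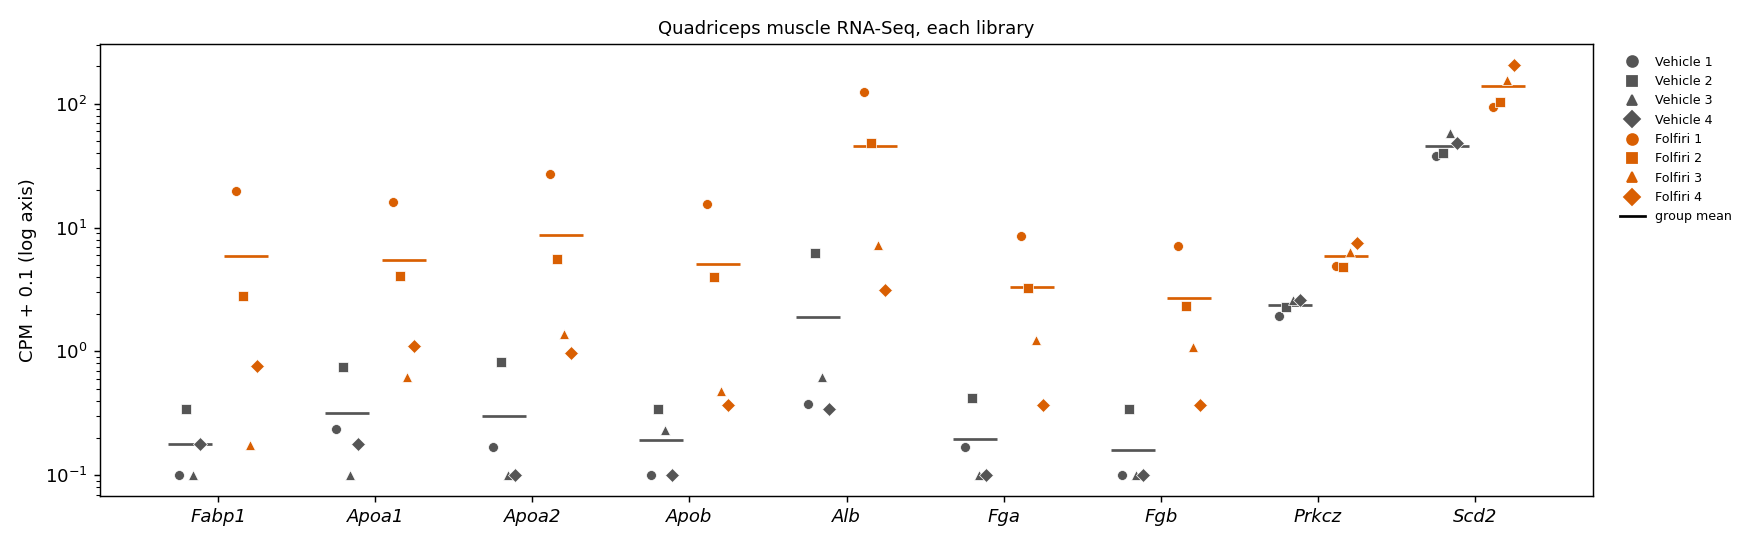
CPM plus 0.1 on a log axis for 9 genes of lipid metabolism and the acute phase, a point for each library and a line for each group's mean. Among the Folfiri points, Folfiri 1 is highest for Fabp1 (19.7 CPM), Apoa2 (26.9 CPM) and Alb (125 CPM).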

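Alb, the gene of serum albumin, stood at 1.79 ± 2.90 CPM in Vehicle and 45.8 ± 56.7 CPM in Folfiri muscle (SD, n = 4 each). Fga, which encodes the fibrinogen alpha chain, stood at 0.0978 ± 0.153 and 3.23 ± 3.65 CPM. Fgb, the gene of the beta chain, had 3 reads in all Vehicle libraries together and 166 in the Folfiri libraries, a ratio of 40 after scaling (95% counting interval 13.5 to 196). The log2 fold changes were 4.64 for Alb (standard error 1.19, adjusted p = 0.283 by edgeR's quasi-likelihood test), 4.82 for Fga (standard error 1.11, adjusted p = 0.272) and 5.18 for Fgb (standard error 1.18, adjusted p = 0.268). Vehicle 2 held all 3 Vehicle reads of Fgb, and without it the value for Alb was 7.12. On mm9, Alb lies on chromosome 5 from 90889915 to 90905629, Fga on chromosome 3 from 82830075 to 82837539 and Fgb beside it from 82846227 to 82853712. As a list of 3, chosen by the study on these samples and so not independent evidence, they had an adjusted p of 0.000146 by camera (adjusted p = 0.332 with an estimated correlation), and all 3 were higher when adjusted over the list alone. Dnah5, an axonemal dynein gene, had 0 reads in Vehicle and 41, 30, 0 and 42 reads in Folfiri 1 to 4, at least 27.2-fold higher against a floor of 3 counts over the Vehicle group (adjusted p = 0.272). It lies on chromosome 15 from 28133521 to 28401800. Of 23 PPAR target genes, which include Fabp1 and Acot2, 1 was higher and 13 were lower at an unadjusted p under 0.05. None of them passed over all genes by the quasi-likelihood test, 1 was higher and 2 lower by the exact test, and 0 were higher and 1 lower by DESeq2. Adjusted over the list alone, Fabp1 was higher and 4 genes were lower, among them Pdk4, the kinase that restrains pyruvate dehydrogenase, at 1393 ± 833 CPM in Vehicle and 356 ± 193 CPM in Folfiri muscle. The list as a whole was lower, with 19 negative log2 fold changes and a median of -0.80 (adjusted p = 9.27e-06 by camera, and adjusted p = 0.446 with an estimated correlation). Without Vehicle 2, which held the most adipocyte transcripts (a summed share of 12170 CPM against 2305 to 4001 CPM in the other Vehicle libraries), this median was -0.33.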

Further, we found increased expression of regulators of lipid metabolism and transport (such as Fabp1, Apoa1, Apob, Apoa2, Alb, Prkcz and Scd2) as well as acute phase response proteins (such as Alb, Fga and Fgb), and members of the PPAR signaling and markers of the Energy metabolism (such as Dnah5) were also detected (Figure 7 and Table S1).

**Figure 7:**
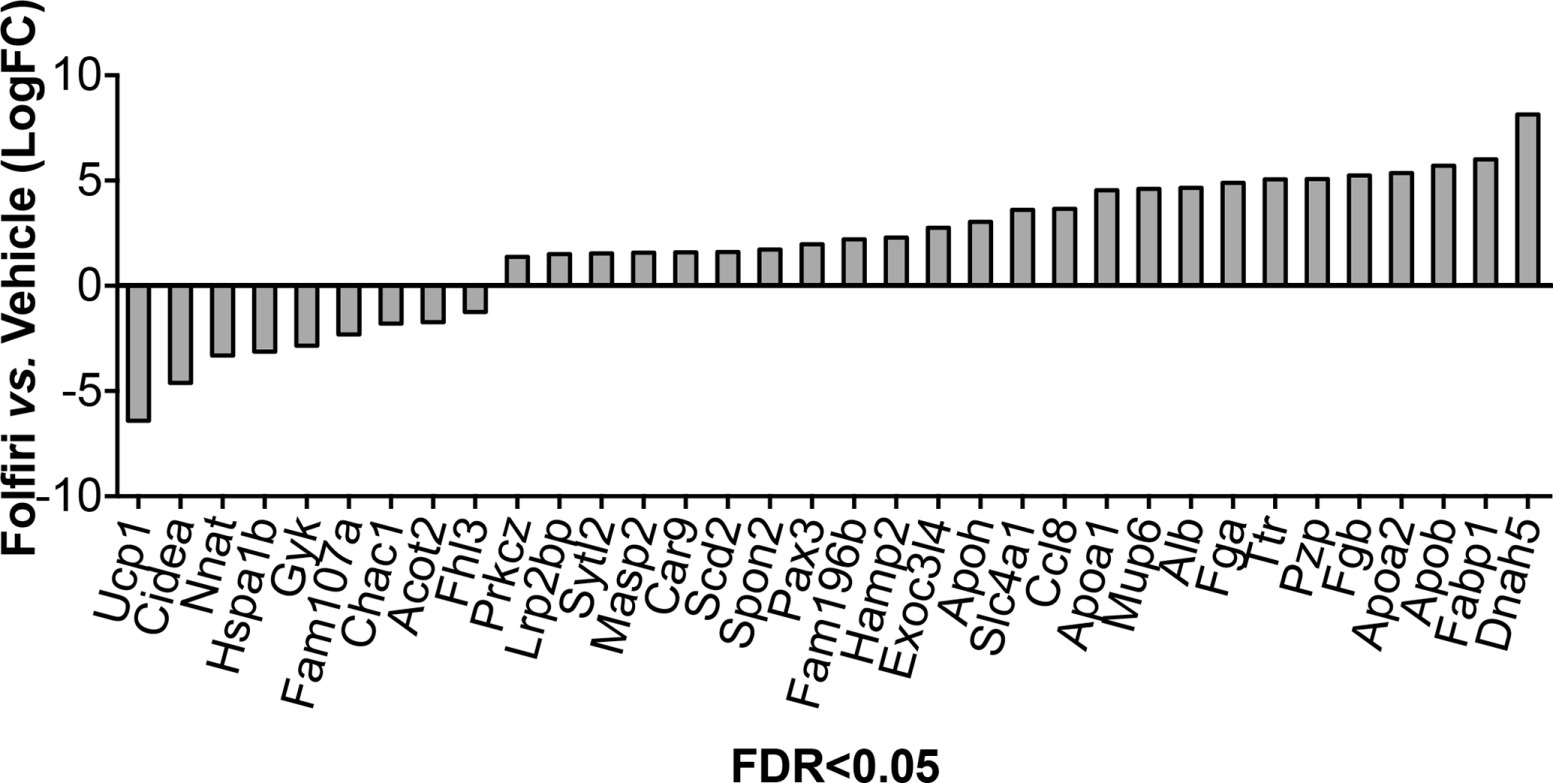
RNA-Seq analysis reveals down-regulation of mitochondrial metabolism and up-regulation of acute phase response proteins, lipid transportation and energy metabolism Next-Generation RNA-sequencing was performed on whole RNA extracted from skeletal muscle of Vehicle- and Folfiri-treated animals (*n* = 4). RNA-Seq reads were mapped to the mouse genome (mm 9). Only statistically significant differentially expressed genes (False Discovery Rate < 5%) between Vehicle- and Folfiri-exposed muscles are reported in the figure.

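Figure 7 shows 34 genes, and in the deposited counts 25 had a positive and 9 a negative log2 fold change in Folfiri muscle. Among the negative ones were Chac1, a glutathione-degrading enzyme of the integrated stress response, at 62.8 ± 44.6 CPM in Vehicle and 18.2 ± 5.21 CPM in Folfiri muscle (SD, n = 4 each), and Hspa1b, a heat shock protein, at 13.5 ± 17.3 and 1.52 ± 0.854 CPM. Hspa1b shares nearly all its sequence with Hspa1a, and reads may be placed on either. Among the positive ones were Ccl8, a chemokine that attracts monocytes, at 0.563 ± 0.593 and 6.81 ± 5.1 CPM, and Lrp2bp, at 14.9 ± 4.76 and 42.6 ± 11.4 CPM. Slc4a1, the anion exchanger of red cells, stood at 0.121 ± 0.154 and 1.62 ± 1.02 CPM, and Spon2, a secreted matrix protein, at 1.68 ± 0.812 and 5.42 ± 0.629 CPM. Log2 fold changes were -1.79 for Chac1 (standard error 0.40, adjusted p = 0.268 by edgeR's quasi-likelihood test), 3.75 for Ccl8 (standard error 0.70, adjusted p = 0.187) and 1.51 for Lrp2bp (standard error 0.26, adjusted p = 0.148). Without Vehicle 1, which held 128 CPM of Chac1 against 30.5 to 55.9 in the other Vehicle libraries, the value for Chac1 was -1.18. In 18 of the 34 genes every Folfiri library lay above every Vehicle library, and in 6 every Folfiri library lay below. By the quasi-likelihood test over all genes, 1 of the 34 was higher and 0 were lower, against 25 and 9 at an unadjusted p under 0.05. Adjusted over the list alone the counts were also 25 and 9, which is not independent evidence, since the study chose these genes on these samples. The exact test and the likelihood ratio test called all 34, DESeq2 called 18 (14 higher and 4 lower), and limma voom with sample quality weights called 2, Scd2 and Fhl3. The median log2 fold change of the list was 2.08 (adjusted p = 1.85e-11 by camera, and adjusted p = 0.0948 with an estimated correlation). Albumin and the 10 other liver genes summed above were highest in the Folfiri 1 library. Hamp2, of the hepcidin family and not among them, was highest in Folfiri 2 (4.64 CPM, and 3.66 in Folfiri 1). Ucp1, Cidea, Hspa1b and Gyk, a glycerol kinase, were highest in Vehicle 2.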

### ACVR2B/Fc or PD98059 counteract Folfiri-mediated myofiber atrophy

In order to evaluate whether strategies aimed at improving muscle mass or preventing Folfiri-associated activation of the MAPK signaling also result into a substantial protection of muscle mass, we exposed C2C12 murine myotubes to Folfiri, alone or in combination with either ACVR2B/Fc or PD98059, for 48h. Administration of ACVR2B/Fc (10 μg/ml) in the culture media was able to protect the myofibers from undergoing atrophy due to the Folfiri treatment (+31% *vs.* Folfiri, *p* < 0.05; Figure 8A–8B). In line with the observations reported in the *in vivo* model, Folfiri-dependent myotube atrophy (−13% *vs.* Control, *p* < 0.05) was associated with increased phosphorylation of the MAPK ERK1/2 and with reduced expression of the anabolic mediator AKT, already at a low dose (1:10) (Figure 8C–8D). Interestingly, the combined administration of ACVR2B/Fc not only restored the AKT-dependent anabolism, as suggested by the levels of phospho-AKT, but also prevented the activation of MEK1 and ERK1/2 (Figure 8C–8D). In order to investigate whether a more specific inhibition of ERK1/2 was able to prevent the Folfiri-dependent muscle protein loss, C2C12 myotubes were exposed to 20 μM MEK1 selective inhibitor PD98059 for up to 48h. Notably, the combined treatment showed a significant protection against Folfiri-mediated myofiber atrophy (+33% *vs.* Folfiri, *p* < 0.05; Figure 8E–8F), consistently with an almost complete inhibition of ERK1/2 activation, as suggested by the levels of phospho ERK1/2 (Figure 8G–8H).

**Figure 8:**
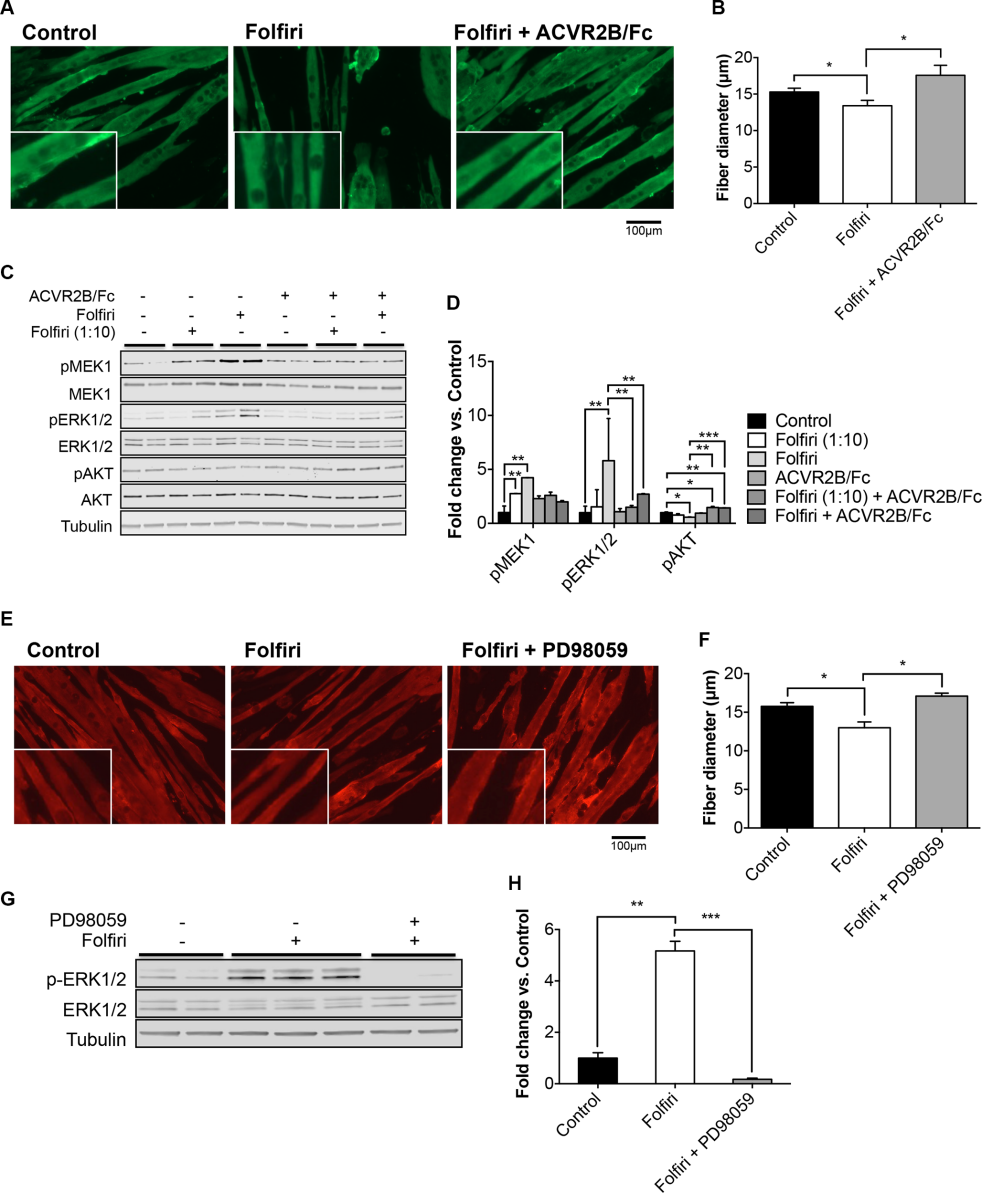
ACVR2B/Fc and PD98059 MEK1 inhibitor prevent Folfiri-associated muscle atrophy C2C12 murine myotubes were exposed to Folfiri in combination with either ACVR2B/Fc (10 μg/ml) or PD98059 (20 μM) for 48 h and later stained for Myosin Heavy Chain (MHC), visualized as green (**A**) or red (**E**) staining. Quantification of fiber size (*n* = 500–600) is reported in (**B–F**). Representative Western blotting (**C–G**) and quantification (**D–H**) for pMEK1/2, MEK1/2, pERK1/2, ERK1/2, pAKT and AKT in total protein extracts from C2C12 cultures. Tubulin was used as loading control. Scale bar: 100 μm. Data expressed as means ± SEM. Significance of the differences: *p < 0.05; **p < 0.01.

## DISCUSSION

The findings reported in the present study suggest that administration of antineoplastic drugs normally used for the therapy of colorectal cancer to healthy mice is associated with significant loss of muscle mass and reduced muscle strength, characterized by marked depletion in muscle mitochondrial content, reactive oxygen species (ROS) release, oxidative to glycolytic muscle fiber shifts and change in the expression of known modulators of skeletal muscle wasting, such as the MAPKs ERK1/2 and p38. Importantly, we also show that administration of ACVR2B/Fc or MEK1 inhibitors prevents Folfiri-associated muscle atrophy in *in vitro* conditions, thus supporting the idea that promoting muscle anabolism or preventing MAPKs activation may potentially counteract chemotherapy-derived cachexia (Figure 9).

**Figure 9:**
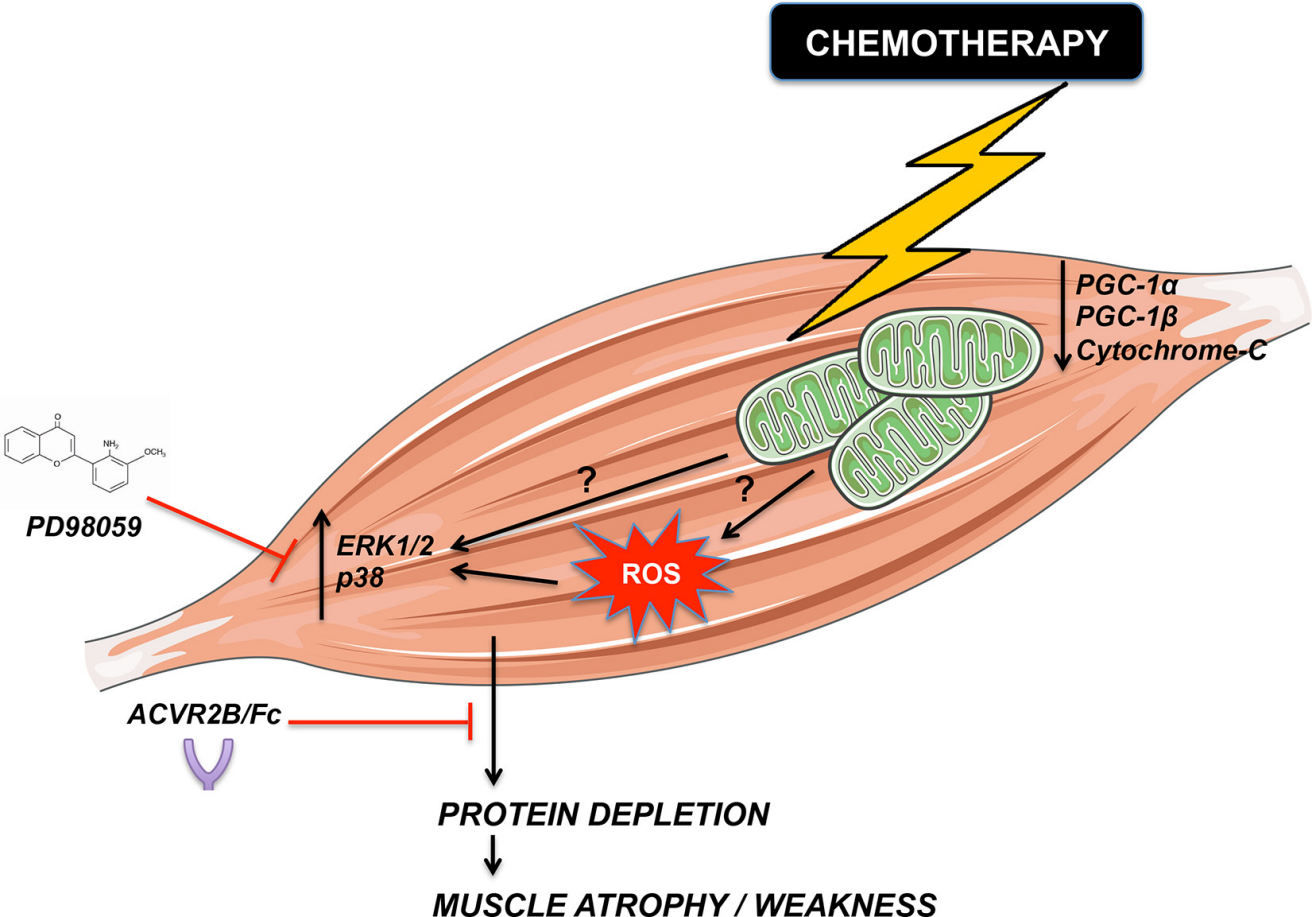
Representative model of chemotherapy-dependent cachexia Based on our observations, chemotherapy causes mitochondrial depletion and (directly or indirectly) activation of ERK1/2 and p38 MAPKs-dependent pathways. Altogether, these alterations might lead to cachexia, characterized by loss of muscle mass and increased muscle weakness. Promoting muscle growth by taking advantage of ACVR2B/Fc or blocking ERK1/2 activation by means of the MEK1 pharmacologic inhibitor PD98059 can prevent muscle wasting.

Our observations are consistent with previously reported works, correlating the use of drugs with anti-proliferative activities with muscle atrophy and muscle weakness [6, 7]. It was previously proposed that chemotherapy may drive muscle atrophy due to the narrow therapeutic window of most antineoplastic agents, thereby leading to low efficacy in case of under-dosing and, conversely, to severe side effects in case of over-dosing [1]. Additionally, most cytotoxic agents are associated with greater drug toxicity in patients that are muscle-depleted or have lower lean body mass, a compartment that contributes to metabolize most of the chemotherapeutics [1, 20, 21]. Notably, according to the current medical practice, individual chemotherapy dosage is based on the assessment of body surface area (BSA), although the validity of this practice is currently being questioned and few alternative strategies aimed at reducing drug-associated toxicity have been proposed [33, 34]. Accordingly, the amount of anticancer compounds tested in the present study was adapted from previously published reports, shown to safely inhibit tumor growth, and from our own preliminary dose curve experiments [35–37]. Moreover, aware of the limitations associated with directly comparing *in vivo* experimental protocols to chemotherapy regimens used in clinical practice, by taking advantage of the Meeh equation, used to assess BSA in mice, we made sure that the amount of drugs to be delivered to the experimental animals was not exceeding clinically relevant concentrations [38–42]. To further support the absence of severe toxicity in our model, we also showed that chemotherapy caused only transient reduction in food consumption in the animals administered chemotherapy, although the overall food intake in the animals receiving chemotherapy was similar in the mice treated with the vehicle alone. This observation is also consistent with the effects normally reported in oncologic patients undergoing chemotherapy treatment [43]. Interestingly, the skeletal muscle proteolytic systems, commonly implicated in conditions characterized by muscle atrophy [44], did not seem to be responsible for the muscle wasting caused by chemotherapy in this and our models, as also supported by the absence of modulation of proteasome activity and ubiquitin ligases expression. Similarly, the involvement of the autophagy-associated muscle degradation seemed to be minimal, unlike what reported in other models associated with muscle depletion due to cancer growth [25, 45], thus suggesting that other mechanisms may be responsible for muscle loss following chemotherapy administration in the absence of a tumor.

In this study, we found higher levels of MAPKs, such as ERK1/2 and p38, as well as decreased AKT-dependent anabolism, particularly in association with Folfiri administration. MAPKs activation has been previously associated with muscle wasting [26, 46], and altered AKT-dependent anabolism and enhanced myostatin expression have both been implicated in cachexia [12, 13, 24, 47]. Of note, no p38 activation was reported in the muscle of Folfox-treated animals, unlike what we showed for the animals administered Folfiri. This might be explained by the difference in composition of the two chemotherapy regimens (e.g. CPT-11 in Folfiri *vs.* Oxaliplatin in Folfox) or by the dosing schedule utilized (e.g. animals were treated once a week with Folfox *vs.* twice a week with Folfiri). Nevertheless, absence of p38 modulation was already reported in the muscle of C26-bearing animals, whereas high levels of p-ERK1/2 were shown to be involved in regulating muscle loss in this experimental model [26]. Interestingly, evidence of a feedback loop between myostatin and MAPKs activation has been previously demonstrated and is supported by the finding that ACVR2B/Fc prevented the activation of both MEK1 and ERK1/2-dependent pathway in our model. Indeed, ERK1/2-mediated higher myostatin levels were reported in stress conditions, while myostatin was also shown to promote ERK1/2 activation, thus playing a role in repressing myoblast differentiation [48, 49]. In a previous study, wild type mice and mice bearing the Lewis Lung carcinoma showed hyperphosphorylation of p38 MAPK as well as inhibition of AKT signaling and activation of the myostatin pathway in response to different chemotherapeutics [11, 50]. However, our findings did not show modulation in the expression of myostatin or any other TGFβ-family member following treatment with either Folfox or Folfiri, thus suggesting that, at least in the present experimental model, other mediators might drive chemotherapy-dependent muscle atrophy.

The present study also found evidence of chemotherapy-related effects on sarcoplasmic and mitochondrial integrity. Ours is not the first evidence supporting the idea that mitochondrial alterations may contribute to drive muscle wasting in association with antineoplastic drugs. For example, previous studies showed that doxorubicin affects skeletal muscle mass and leads to loss of muscle tissue and increased fatigue and was also reported to augment the release of ROS by disrupting the mitochondrial energy metabolism [51]. This, in turn, is also known to promote the activation of MAPKs, such as ERK1/2 and p38, in the skeletal muscle [28]. In particular, our observations suggest that chemotherapy administration to normal animals significantly affects skeletal muscle mitochondrial content and is associated with increased release of ROS and with an increase in the number of glycolytic fibers. Similar skeletal muscle alterations, consistent with muscle weakness associated with mitochondrial ultrastructural abnormalities and reduced muscle oxidative capacity, are also reported in a setting of cancer cachexia [52]. Thus, these findings further support the idea that the concomitant use of antineoplastic drugs, by impinging on similar pro-atrophic mechanisms, might contribute to exacerbate cancer-associated muscle atrophy. Recently, it was also reported that pathologic TGFβ release in association with bone lesions mediates the occurrence of muscle weakness by causing alterations of Ca^2+^-dependent muscle force production in a metastatic breast cancer model [32]. However, at the time point that we analyzed we did not observe any change in the expression of TGFβ or any of the family members that we considered, at least in our experimental model. Ultimately, based on our findings, the occurrence of muscle weakness following chemotherapy administration may well result from a combined effect associated with the reduction of mitochondrial content and the loss of sarcoplasmic/structural proteins, as also suggested by detecting thinner Z-lines and I-bands [51, 53].

These changes were also consistent with the observations reported by the RNA-Seq analysis, suggesting down-regulation of mitochondrial genes, and by the assessment of the levels of mitochondrial markers such as PGC-1α, PGC-1β and Cytochrome C [51, 53]. 

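Nuclear genes of oxidative phosphorylation went both ways in Folfiri muscle, and most genes of the tricarboxylic acid cycle had a negative log2 fold change. Of 37 complex I genes, 26 had a positive and 11 a negative log2 fold change, with Ndufs1, its largest subunit, at 841 ± 78.3 CPM in Vehicle and 543 ± 196 CPM in Folfiri muscle (SD, n = 4 each). Of 39 genes of complexes II to V, 19 were positive and 20 negative. Cox8b, a cytochrome c oxidase subunit of heart and skeletal muscle, stood at 278 ± 85.1 and 506 ± 159 CPM, and Atp5b, the catalytic subunit of ATP synthase, at 4099 ± 270 and 2999 ± 954 CPM. Of 18 tricarboxylic acid cycle genes, 16 were negative, among them Idh3b, a subunit of isocitrate dehydrogenase, at 532 ± 60.1 and 413 ± 50.7 CPM. Ppargc1a, which encodes PGC-1α, stood at 84.4 ± 49.6 and 50.3 ± 6.89 CPM, a log2 fold change of -0.75 (standard error 0.33, adjusted p = 0.51 by edgeR's quasi-likelihood test), and of -0.30 without Vehicle 2, which held 152 CPM. The log2 fold changes were -0.42 for Ppargc1b, which encodes PGC-1β (adjusted p = 0.671 by the same test, -0.66 without Vehicle 1), and -0.03 for Cycs, which encodes cytochrome c (adjusted p = 0.971).

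**Figure D3:**
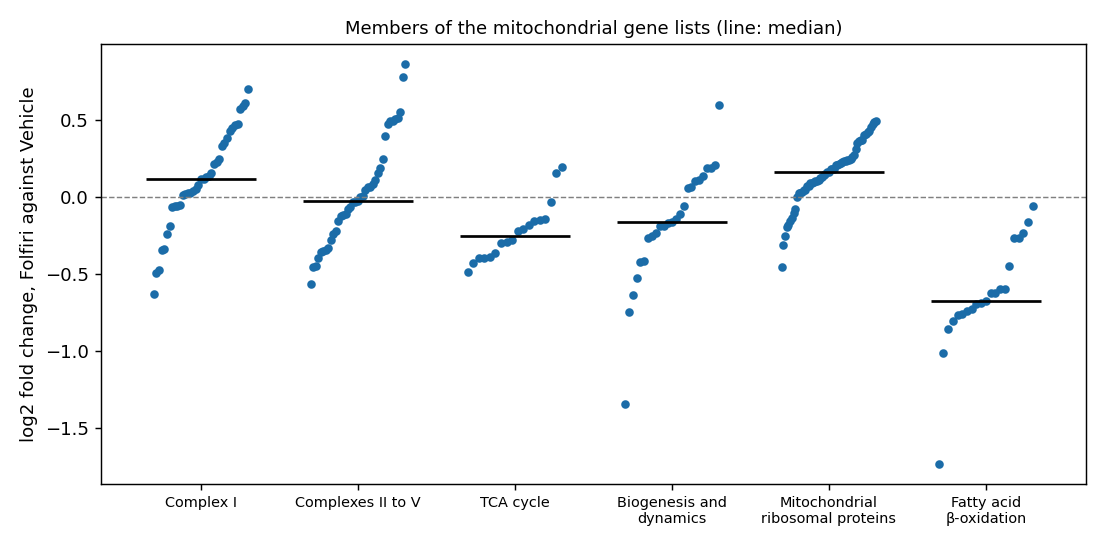
Log2 fold change, Folfiri against Vehicle, of each measured gene in 6 mitochondrial lists, a point for each gene and a line for each list's median. The complex I genes have a median of 0.11 and those of fatty acid β-oxidation all lie below 0 (20 of 21 when scaled by library totals alone).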

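By the quasi-likelihood test over all genes, the exact test, the likelihood ratio test or DESeq2, 0 genes of complexes I to V, of the tricarboxylic acid cycle, of mitochondrial biogenesis and dynamics or of the mitochondrial ribosome changed. Adjusted over each list alone, 0 changed as well. At an unadjusted p under 0.05, 2 complex I genes were higher and 2 lower, and for complexes II to V the counts were 5 and 1. The median log2 fold change was 0.11 for complex I (adjusted p = 0.405 by camera) and -0.03 for complexes II to V (adjusted p = 0.775), the latter 0.11 when scaled by library totals alone. For the tricarboxylic acid cycle, with 0 genes at an unadjusted p under 0.05, the median was -0.25 (adjusted p = 0.0026 by camera, and adjusted p = 0.564 with an estimated correlation). Without Folfiri 1 this median was -0.08 and the call was lost (adjusted p = 0.218), and without Vehicle 2 it was -0.14. The 25 genes of mitochondrial biogenesis and dynamics, 3 of them lower at an unadjusted p under 0.05, had a median of -0.16 (adjusted p = 0.0675 by camera). They passed without Vehicle 3 (adjusted p = 0.0414), Folfiri 3 (0.0479) or Folfiri 4 (0.0496). Mfn1, a mitofusin of this list, stood at 337 ± 38.7 CPM in Vehicle and 234 ± 33.3 CPM in Folfiri muscle (SD, n = 4 each), a log2 fold change of -0.53 (standard error 0.17, adjusted p = 0.42 by edgeR's quasi-likelihood test). Of 57 mitochondrial ribosomal protein genes 47 were positive, 4 higher and 1 lower at an unadjusted p under 0.05, and their median was 0.16 (adjusted p = 0.00563 by camera, and adjusted p = 0.559 with an estimated correlation). That call was lost without Vehicle 3 (adjusted p = 0.0873) or Vehicle 4 (0.07), where the median was 0.10 without the latter. Log2 fold changes ran against gene length over all genes (Spearman correlation -0.218), and the mitochondrial ribosomal list lay only 0.0234 above genes of like length. Complexes I to V and the tricarboxylic acid cycle were not compared with genes of like length. Their medians and their counts of positive and negative values therefore do not allow for this trend. The paper sets the RNA-Seq data beside its protein data on PGC-1α, PGC-1β and Cytochrome C (Figure 3), and proposes a down-regulation of mitochondrial genes that goes with the loss of mitochondria and with muscle weakness.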

Interestingly, despite the depletion of muscle mitochondria, whose involvement in the β-oxidation process is known, our analysis also identified increased expression of genes associated with lipid metabolism, such as Fabp1, Apoa2, Apob, Apoh. 

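Genes of fatty acid β-oxidation were lower in Folfiri muscle as a group. All 21 measured had a negative log2 fold change (20 of 21 when scaled by library totals alone, by limma voom or without Vehicle 2), with a median of -0.67 (-0.49 by limma voom) and a range from -1.73 to -0.06. Etfa, a subunit of the flavoprotein that takes electrons from acyl-CoA dehydrogenases, stood at 391 ± 64.3 CPM in Vehicle and 230 ± 32.7 CPM in Folfiri muscle (SD, n = 4 each). Slc25a20, the carnitine-acylcarnitine carrier, stood at 86.9 ± 24.2 and 49.8 ± 9.03 CPM, and Hadha, a subunit of the trifunctional protein, at 635 ± 186 and 393 ± 153 CPM. Log2 fold changes were -0.76 for Etfa (standard error 0.18, adjusted p = 0.272 by edgeR's quasi-likelihood test) and -0.80 for Slc25a20 (standard error 0.21, adjusted p = 0.285). The list as a whole had an adjusted p of 1.77e-10 by camera (adjusted p = 0.446 with an estimated correlation). Over all genes 0 members passed by the quasi-likelihood test, 1 was lower by the exact test and 2 by DESeq2, while 13 were lower at an unadjusted p under 0.05 and 6 adjusted over the list alone. Its median was -0.47 without Vehicle 2 and -0.45 without Folfiri 1, and the camera call was kept without any single library, while without both together (an alternative chosen after the data were seen) the median was -0.23, with 17 of 21 negative. Apoh, an apolipoprotein of liver on chromosome 11 of mm9 from 108256611 to 108275710, stood at 0.380 ± 0.212 and 3.29 ± 2.90 CPM. Its log2 fold change was 3.02 (standard error 0.64, adjusted p = 0.26 by edgeR's quasi-likelihood test), and its Folfiri libraries, at 7.54, 2.78, 1.51 and 1.34 CPM, all lay above the Vehicle libraries.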

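Of 20 genes of lipogenesis and SREBP targets, Scd2 was higher when adjusted over the list alone and 0 passed over all genes by the quasi-likelihood test. At an unadjusted p under 0.05, 3 were higher and 1 lower, and the exact test and DESeq2 each called 1 higher. Scd1, the fatty acid desaturase abundant in fat, stood at 1003 ± 1342 CPM in Vehicle and 323 ± 179 CPM in Folfiri muscle (SD, n = 4 each), with 2946 CPM in Vehicle 2 and 86.8 to 850 CPM in the other Vehicle libraries. Its log2 fold change was -1.64, and -0.14 without Vehicle 2. The median log2 fold change of the list was 0.23 (adjusted p = 0.063 by camera). It passed without Vehicle 2 (adjusted p = 0.00479), Vehicle 3 (0.0159) or Folfiri 1 (0.0427). Adipocyte markers, listed after Figure 7 was seen and without its genes, had mostly negative log2 fold changes too. Of 29, 24 had a negative log2 fold change, 7 were lower at an unadjusted p under 0.05, and 0 over all genes or adjusted over the list alone by the quasi-likelihood test, as by the exact test and DESeq2. Their median was -1.05 (adjusted p = 0.00512 by camera, and adjusted p = 0.655 with an estimated correlation). This call was lost without Vehicle 2 (median -0.15, adjusted p = 0.734), Vehicle 3 (0.0813), Folfiri 1 (0.253) or Folfiri 2 (0.0504), and their summed share did not pass (exact permutation test, two-sided, p = 0.629, adjusted p = 0.743 over the marker lists).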

Altogether, this could well represent a compensatory mechanism associated with the fact that the muscle fibers aim to restore energy homeostasis by importing more lipids that, however, due to decreased mitochondrial capacity, cannot be broken down to acetyl-CoA and accumulate in muscle. This hypothesis is further supported by evidence showing that intramyocellular lipid droplets are detected in the presence of cancer and their number is proportional to weight loss and loss of adipose mass in other body compartments [54]. In our study, the peroxisome proliferator-activated receptor γ co-activator 1 (PGC-1) family of transcriptional co-activators have been known as central regulators of energy homeostasis in skeletal muscle and other tissues for quite some time. PGC-1α is a central mediator of muscle homeostasis and seems to be affected by almost all the signaling pathways that are activated in the contracting muscle fibers [55]. On the other hand, little is known about the role played by PGC-1β in skeletal muscle function, although it was reported to contribute to ameliorating lipid-induced insulin resistance and to reduce oxidative stress in skeletal muscle [56]. Interestingly, these sarcoplasmic and mitochondrial alterations mirror similar derangements observed in the muscle of tumor-bearing animals. These mice showing profound morphological changes at the sarcoplasmic levels were also shown to account for alterations resulting in energy insufficiency and significant muscle weakness associated with cancer cachexia [53, 57], thus further supporting the idea that similarities between chemotherapy-associated cachexia and tumor-derived cachexia exist. Indeed, based on the gene expression profiling, several genes encoding for acute phase response proteins, such as albumin and fibrinogens, are up-regulated in the muscle of Folfiri-treated animals. Therefore, this evidence is consistent with our previous findings reported in the muscle of C26-bearing animals, suggesting that skeletal muscle protein breakdown may contribute to the activation of a systemic acute phase response and to the sustainment of an overall inflammatory state [58].

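Fgg, the gene of the third fibrinogen chain, lies beside Fga and Fgb on chromosome 3 of mm9 from 82811818 to 82818971 and was not among the genes of Figure 7. It stood at 0.141 ± 0.232 CPM in Vehicle and 3.07 ± 3.73 CPM in Folfiri muscle (SD, n = 4 each), with 8.40, 2.86, 0.754 and 0.268 CPM in Folfiri 1 to 4. Gc, the vitamin D binding protein of liver, stood at 0.175 ± 0.268 and 4.33 ± 5.65 CPM, and Ahsg, a plasma protein known to fall in the acute phase, at 0.121 ± 0.242 and 3.12 ± 4.18 CPM. The log2 fold changes were 4.29 for Fgg (standard error 1.14, adjusted p = 0.299 by edgeR's quasi-likelihood test), 4.46 for Gc (standard error 1.23, adjusted p = 0.318) and 4.52 for Ahsg (standard error 1.35, adjusted p = 0.382), whose Vehicle reads were all in Vehicle 2. They belong to a list of 60 hepatocyte markers, drawn up after Figure 7 was seen and without its genes. Of these, 19 were measured and 16 had a positive log2 fold change. None passed over all genes by the quasi-likelihood test or DESeq2, 5 were higher by the exact test, 9 at an unadjusted p under 0.05 and 8 adjusted over the list alone. The median was 1.39 (adjusted p = 3.98e-05 by camera, and adjusted p = 0.446 with an estimated correlation), 3.08 without Vehicle 2 and 0.78 without Folfiri 1. Their summed share was 125 CPM in Vehicle and 168 CPM in Folfiri muscle (exact permutation test, two-sided, p = 0.457, adjusted p = 0.66 over the marker lists). Trf, the transferrin gene and the most abundant of the list, stood at 35.9 ± 23.1 and 46.9 ± 11.5 CPM. Among 14 genes of inflammatory cytokines and NF-κB targets, Ccl8 and Ccl2, chemokines that attract monocytes, were higher when adjusted over the list alone, and 3 genes at an unadjusted p under 0.05. None passed over all genes by the quasi-likelihood test, and the exact test and DESeq2 each called 1. The median was 0.14 (adjusted p = 0.00613 by camera, and adjusted p = 0.332 with an estimated correlation), 0.08 without Vehicle 1 and 0.29 without Vehicle 2, and the call was lost among genes with at least 200 reads (adjusted p = 0.0693). Macrophage markers summed to 111 ± 24.9 CPM in Vehicle and 198 ± 30.2 CPM in Folfiri muscle (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow, adjusted p = 0.124 over the marker lists).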

Although the importance of the relationship between muscle mass *vs.* chemotherapy response/tolerability has been investigated for quite some time, no treatments have been approved thus far to minimize or prevent cancer therapy toxicities [1, 20, 21, 59]. Several pieces of evidence are available to suggest that counteracting muscle wasting by enhancing muscle anabolism or blocking muscle catabolism may not only improve quality of life and prolong survival in the presence of a tumor, but may also contribute to reduce chemotherapy toxicity, thus allowing to tolerate higher and more effective doses of drug [11, 18, 60]. In the present experimental work, although we were not able to detect any change in myostatin levels in the muscle of chemotherapy-treated animals, we tested the administration of ACVR2B/Fc, a well-known myostatin inhibitor, as a powerful tool aimed at mitigating chemotherapy toxicity in C2C12 cultures by promoting muscle anabolism *per se*. Notably, pharmacologically improving muscle mass by administration of ACVR2B/Fc was also shown to rescue C26-associated cachexia and significantly prolong survival [12, 13, 18, 19]. Along the same line, the use of the anabolic agent ghrelin was shown to be partially successful in preventing cisplatin-associated muscle atrophy by reducing the inflammatory state and counteracting the activation of numerous pro-catabolic pathways [11, 61]. In a previous study, Fanzani et al. [62] showed that promoting muscle anabolism through insulin administration or delivery of a constitutively activated isoform of AKT counteracts chemotherapy-induced protein breakdown and restores myofiber size. Analogously, supplementation with fish oil and selenium was reported to be beneficially effective in preventing inflammation- and myostatin-associated muscle atrophy in tumor-bearing mice undergoing anticancer therapy, thus suggesting that nutrition supplementation might be taken into consideration in association with chemotherapy [60]. Similarly, our observations show that PD98059 selectively inhibits MEK1 and blocks activation of the downstream ERK1/2 pathways, thus also preventing muscle atrophy. Consistently, blockade of the ERK1/2-dependent signaling mediated by MEK1 pharmacologic inhibitors was previously shown to promote anabolism and to protect muscle mass in cancer cachexia, as well as in patients affected with cholangiocarcinoma [26, 63].

In conclusion, muscle wasting and muscle weakness are not only debilitating and pervasive complications of cancer development that generally contribute to an overall worsening of the quality of life of cancer patients, but may also be ascribed to chemotherapy-associated side effects, resulting in diminished physical activity, reduced tolerance to anticancer therapies and overall increased morbidity [9]. Our study design, not resembling completely the clinical scenario, where only subjects affected with cancer typically receive chemotherapy, does not take into consideration the complexity of the interactions between tumor- and chemotherapy-driven mediators, thus limiting our findings to those signaling pathways that are activated exclusively in the presence of anticancer drugs. Moreover, the administration of chemotherapy to 8-week old mice may seem to affect the normal tissue growth in animals that, although sexually mature, at this age have not reached full muscle development. Regardless, our observations prove that the chemotherapy treatment does not affect the overall body growth, as also supported by the analysis of the tibia length (comparable in both vehicle- and Folfiri-treated animals) and by the assessment of lean tissue mass (showing only a moderate, but not significant, growth in the vehicle-treated animals between day 0 and day 35). Nevertheless, our model system was able to isolate mediators of muscle wasting, as well as morphologic and functional alterations directly associated with the administration of antineoplastic drugs, therefore addressing a gap of knowledge that had not been investigated thus far. Importantly, our findings further support the idea that enhancing muscle mass and preventing chemotherapy-derived cachexia may represent a novel strategy aimed to improve patients' tolerance to anticancer drugs, thus also improving quality of life and increasing the chances for cure and tumor-free survival.

## MATERIALS AND METHODS

### Ethic statement

All animal experiments were conducted with the approval of the Institutional Animal Care and Use Committee at Indiana University School of Medicine and were in compliance with the National Institutes of Health Guidelines for Use and care of Laboratory Animals and with the ethical standards laid down in the 1964 Declaration of Helsinki and its later amendments.

### Animals

CD2F1 male mice (*n* = 8; Harlan, Indianapolis, IN) were administered intraperitoneally (i.p.) Folfiri (5-fluorouracil, leucovorin, CPT-11) or Folfox (5-fluorouracil, leucovorin, oxaliplatin) for up to 5 consecutive weeks. All drugs were purchased from Sigma Aldrich (St. Louis, MO). The dosing schedule is shown in Table S2. Control mice received an equal volume of vehicle. The animals were weighed daily and their food consumption was recorded. At time of sacrifice, several tissues were collected, weighed, snap frozen in liquid nitrogen and stored at −80°C for further studies. The tibialis anterior muscle was frozen in liquid nitrogen-cooled isopentane, mounted in OCT and stored for morphological analyses.

### Cell culture

C2C12 skeletal myoblasts (ATCC, Manassas, VA) were grown in high glucose DMEM supplemented with 10% FBS, 100 U/ml penicillin, 100 mg/ml streptomycin, 100 mg/ml sodium pyruvate, 2 mM L-glutamine, and maintained at 37°C in 5% CO_2_. Differentiation to myotubes was induced by shifting confluent cultures to DMEM supplemented with 2% horse serum and replacing the medium every other day for 5 days. At 5 days, myotubes were exposed to different Folfiri (50 μg/ml 5-FU, 10 μg/ml Leucovorin, 20 μg/ml CPT-11; Sigma Aldrich, St. Louis, MO), in combination with either PD98059 (20 μM; Selleckchem, Houston, TX) or ACVR2B/Fc (10 μg/ml) or for up to 48h. ACVR2B/Fc protein expression from the stable Chinese hamster ovary (CHO) cells was induced with 100 nM Cadmium in serum-free CHO media, and ACVR2B/Fc protein was purified from the conditioned medium using protein A Sepharose, as shown in [64]. CHO-ACVR2B/Fc cells were a kind gift of Dr. See-Jin Lee (Johns Hopkins University, Baltimore, MD).

### Grip strength

The assessment of four-limb strength in experimental mice was performed by means of a commercially available automatic grip strength meter (Columbus Instruments, Columbus, OH) following the procedures described in [65]. Briefly, the absolute grip strength (expressed in grams) and the normalized grip strength (obtained by dividing the force value by the body weight of every single mouse) were recorded. In order to reduce procedure related variability, the same operator analyzed an average from several repeated peak force measurements in the same animal in a blind manner. For this assay, 5 measurements were performed, and the top three measurements were used for the analysis. Moreover, to avoid bias of habituation, the animals were tested once a week during the experimental period.

### *Ex-vivo* muscle contractility

Whole muscle contractility of the extensor digitorum longus (EDL) muscles was determined as previously described [32, 65]. EDL were dissected from hind limbs; stainless steel hooks were tied to the tendons of the muscles using 4–0 silk sutures, and the muscles were mounted between a force transducer (Aurora Scientific, Aurora, ON, Canada) and an adjustable hook. The muscles were immersed in a stimulation chamber containing O_2_/CO_2_ (95/5%) bubbled Tyrode solution (121 mM NaCl, 5.0 mM KCl, 1.8 mM CaCl_2_, 0.5 mM MgCl_2_, 0.4 mM NaH_2_PO_4_, 24 mM NaHCO_3_, 0.1 mM EDTA, 5.5 mM glucose). The muscle was stimulated to contract using a supramaximal stimulus between two platinum electrodes. Data was collected via Dynamic Muscle Control/Data Acquisition (DMC) and Dynamic Muscle Control Data Analysis (DMA) programs (Aurora Scientific). At the start of each experiment the muscle length was adjusted to yield the maximum force. The force–frequency relationships were determined by triggering contraction using incremental stimulation frequencies (0.5ms pulses at 1–150 Hz for 350ms at supramaximal voltage). Between stimulations, the muscle was allowed to rest for 3 min. At the end of the force measurement, the length (L_0_) and weight of the muscle was measured to facilitate determination of the specific force. Specific force is the absolute force normalized to the muscle the cross-sectional area, calculated as shown in [66]. The investigators were blinded to treatment of subjects.

### Body composition assessment

Whole body composition (e.g. lean and fat tissue content) was measured every 7 days over the whole experimental periods in un-anesthetized but physically restrained mice using an Echo Medical systems' EchoMRI-100 (EchoMRI, Houston, USA). Data were expressed as variations over the baseline values.

### Activity monitoring

Activity was assessed using non-invasive monitoring of horizontal and vertical movements by placing mice in Accuscan activity monitors. Briefly, mice were removed from their home cages and placed within the acrylic chambers of VersaMax AccuScan activity monitors. These activity monitors consist of four horizontal sensors and two vertical sensors, each containing 16 infrared beams set 2.5 cm apart. Animal activity was detected and measured automatically by interruption of the infrared beams. Activity was recorded for 5 min and the movement was expressed as number of counts. Mice were then returned to their home cages. Based on our experience 5 min recording is sufficient to detect significant differences in horizontal or vertical movements.

### Real-time quantitative polymerase chain reaction (qRT-PCR)

RNA from quadriceps was isolated using the miRNeasy Mini kit (Qiagen, Valencia, CA, USA) and following the protocol provided by the manufacturer. RNA was quantified by using a Synergy H1 spectrophotometer (Biotek, Winooski, VT, USA). RNA integrity was checked by electrophoresis on 1.2% agarose gel containing 0.02 mol/L morpholinopropanesulfonic acid and 18% formaldehyde. Total RNA was reverse transcribed to cDNA by using the Verso cDNA kit (Thermo Fisher Scientific, Waltham, MA, USA). Transcript levels were measured by Real-Time PCR (Light Cycler 96, Roche, Indianapolis, IN, USA) taking advantage of the TaqMan gene expression assay system (Life Technologies, Carlsbad, CA). In particular, expression levels for Atrogin-1 (Mm00499523_m1), MuRF-1 (Mm01185221_ m1), Fbxo21 (SMART; Mm01208074_ m1), Fbxo30 (MUSA1; Mm01191299_ m1), Fbxo31 (Mm00505343_m1), TGF-β1 (Mm1178820_m1), TGF-β2 (Mm00436955_ m1), myostatin (Mm01254559_m1), Activin A (Mm00434339_ m1), MyoD (Mm00440387_m1), Myogenin (Mm00446194_m1) and Pax-7 (Mm01354484_m1) were detected. Gene expression was normalized to TBP (Mm01277042_m1) levels using the standard 2^−ΔCT^ methods.

### Western blotting

Total protein extracts were obtained by lysing cell layers or homogenizing 100 mg quadriceps muscle tissue in RIPA buffer (150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) completed with protease (Roche, Indianapolis, IN) and phosphatase (Thermo Scientific, Rockford, IL) inhibitor cocktails. Cell debris were removed by centrifugation (15 min, 14000 g) and the supernatant collected and stored at −80°C. Protein concentration was determined using the BCA protein assay method (Thermo Scientific, Rockford, IL). Protein extracts (30 μg) were then electrophoresed in 4–15% gradient SDS Criterion TGX precast gels (Bio- Rad, Hercules, CA). Gels were transferred to nitrocellulose membranes (Bio- Rad, Hercules, CA). Membranes were blocked with SEA BLOCK blocking reagent (Thermo Scientific, Rockford, IL) at room temperature for 1 hour, followed by an overnight incubation with diluted antibody in SEA BLOCK buffer containing 0.2% Tween-20 at 4°C with gentle shaking. After washing with PBS containing 0.2% Tween-20 (PBST), the membrane was incubated at room temperature for 1 hour with either Anti-rabbit IgG (H+L) DyLight 800 or Anti-mouse IgG (H+L) DyLight 600 (Cell Signaling Technologies, Danvers, MA). Blots were then visualized with Odyssey Infrared Imaging System (LI-COR Biosciences, Lincoln, NE). Optical density measurements were taken using the Gel-Pro Analyzer software. Antibodies used were pSTAT3-Y705 (#9145), STAT3 (#8768), p-Akt-S473 (#4060), Akt (#9272), p-ERK1/2 (p-p44/42 MAPK, T202/Y204) (#4370), ERK1/2 (p44/42 MAPK) (#4695), pMEK1/2 (S217/221) (#9154), MEK1/2 (#9126), p-P38 MAPK (T180/Y182) (#4511), P38 MAPK (#9212), Cytochrome C (#11940) from Cell Signaling Technologies (Danvers, MA), PGC-1α (#ab3242), PGC**-**1β (#ab176328) from Abcam (Cambridge, MA), Beclin-1 (#B6186), LC3B (#L7543) from Sigma Aldrich (St. Louis, MO), p62 (#610832) from BD Biosciences (Franklin Lakes, NJ) and α-Tubulin (#12G10) from Developmental Studies Hybridoma Bank (Iowa City, IA).

### Proteasome activity

Chymotrypsin-like proteasome activity in quadriceps muscle from mice treated with either Folfox or Folfiri was determined as shown in [67]. Briefly, the tissue was homogenized in 20 mM Tris–HCl, pH 7.2, containing 0.1 mM EDTA, 1 mM 2-mercaptoethanol, 5 mM ATP, 20% glycerol, and 0.04% (v/v) Nonidet P-40. Muscle homogenates were then centrifuged at 13,000 × g for 15 minutes at 4°C. The supernatant was collected and protein concentration determined. Protein extracts were then incubated for up to 60 minutes at 37°C in the presence of 40 μM Suc-Leu-Leu-Val-Tyr-7-AMC specific fluorogenic substrate (Sigma Aldrich, St. Louis, MO), with or without MG-132 proteasome inhibitor (100 μM; EMD Millipore, Billerica, MA) in 50 mM Hepes, pH 8.0, 5 mM EGTA buffer. Fluorescence was detected with a spectrofluorometer (350 nm excitation, 440 nm emission; Synergy H1, BioTek, Vinooski, VT). Proteasome extracts from quadriceps muscle excised from mice bearing the C26 tumor, known to activate proteasome-dependent muscle catabolism [68], were utilized as positive control. The activity, obtained by evaluating the release of free AMC, is expressed as units of proteasome activity per ml (U/ml), where one unit of proteasome activity is defined as the amount of proteasome which generates 1.0 nmol of AMC per minute at 37°C.

### RNA-sequencing library construction and analysis

Standard methods were used for polyA mRNA-seq library construction, EZBead preparation and Next-Gen sequencing, based on Life Technologies SOLiD5000xl system. Briefly, one microgram total RNA per sample was applied for library preparation. PolyA mRNA was first captured using the standard protocol of Dynabeads® mRNA DIRECT™ Micro Kit (Life Technologies, #61021). Following the enrichment of polyA mRNA, the cDNA library was prepared and barcoded per sample using the standard protocol of SOLiD Total RNA-seq Kit (Life Technologies, #4445374). Each barcoded library was quantified by Bioanalyzer High Sensitivity DNA chip (Agilent, #5067-4626) and pooled in equal molarity. EZBead preparation, bead library amplification, and bead enrichment were then conducted using Life Technologies EZ Bead™ E80 System (Life Technologies, #4453095). Approximately four hundred forty million library-enriched beads per lane were deposited onto a SOLiD5500xl FlowChip (6 lanes/chip). Finally sequencing by ligation was carried out using standard single-read, 5′-3′strand-specific sequencing procedure (75b-read) on SOLiD5500xl Sequencer. The resulting 75 bp solid reads were mapped to *Mus musculus* mm9 reference genome using in-house mapping pipelines that utilizes bfast-0.7.0a [69]. In brief, using our RNA-seq pipeline, low quality reads and reads mapped to rRNA/tRNAs were first discarded. The remaining reads were mapped to reference genome mm9 and a splice-junction library, respectively; the genomic and splice-junction library mapping were merged at the end. The gene based expression levels were calculated using bamutils from NGSUtils based on the RefSeq gene annotation of mm9 [70]. Differential expression of genes across different treatments was determined with edgeR [71]. Statistically significant differentially expressed genes (False Discovery Rate < 5%) between control and cachectic muscles were imported into Ingenuity Pathway Analysis (Qiagen, Valencia, CA) to identify significant pathways, upstream regulators, and causal networks. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [72]and are accessible through GEO Series accession number GSE80473.

### Ultrastructural analysis (Transmission Electron Microscopy - TEM)

EDL muscles were fixed with 3% Glutaraldehyde in 0.1 M sodium cacodylate (SC) buffer (pH 7.3) and, subsequently, rinsed three times in 0.1 M SC buffer. Muscle specimens were then post-fixed with 1% osmium tetroxide (OsO4) in 0.1 M SC buffer for 60 minutes. After post-fixation, samples were rinsed three times in 0.1 M SC buffer and dehydrated through a graded series of alcohol. The specimens were then placed in pure acetone for 2 changes at 10 min each, followed by a 50:50 mixture of acetone and epoxy resin (Embed 812, EMS) for overnight on a rotating platform and finally into 100% epoxy resin for approximately 4 hours, under vacuum, then placed in fresh resin and polymerized overnight in a 60°C oven. Tissue blocks were sectioned at 80 nm on a Leica UCT ultramicrotome (Leica Biosystems, Inc., Buffalo Grove, IL) and picked up on copper grids. Sections were stained with a saturated solution of uranyl acetate in 50% Ethanol for 5 min and lead-citrate stained for 10–20 seconds. Grids were viewed using a FEI Tecnia G 12 Bio-Twin (Hillsboro, OR) and imaged with an AMT (Danvers, MA) CCD camera. Mitochondrial content was determined by quantifying the number and the size (minimum diameter) of each mitochondria per field. A total of 20 fields per condition were analyzed by taking advantage of the Image J software [73].

### Morphological studies (fiber size, IF, SDH staining)

For histology and morphometry of muscle, tibialis anterior muscles were rapidly excised and mounted in OCT and frozen in liquid nitrogen-cooled isopentane for histology as shown in [57]. All samples were observed under an Axio Observer Z1 motorized microscope (Zeiss, Oberchoken, Germany) and calibrated images were recorded for morphometric examination. For skeletal muscle analyses, 8 μm-thick cryosections of tibialis anterior muscles taken at the mid-belly were processed for Hematoxylin & Eosin or SDH (succinate dehydrogenase) staining. In particular, for the SDH staining sections were incubated for 30 min at 37°C with 1 mg/mL NTB (nitrotetrazolium blue chloride) and 27 mg/mL Na- succinate in PBS. Afterwards the slides were washed three times in PBS, mounted with glycerol and photographed at different magnifications. Oxidative (dark blue) and glycolytic (light blue) fibers were quantified in tibialis anterior muscle sections stained for SDH and expressed as percentage of the total number of fibers per field. About 20 micrographs per condition were examined. For determination of the cross-sectional area (CSA), expressed as fiber area, muscle fibers (*n* = 300– 500 per sample) were measured by tracing the perimeter of each individual fiber using a Cintiq pen tablet input device (Wacom, Vancouver, WA, USA) and Image J 1.43 software [73]. For analysis of C2C12 myotube size, cells were fixed in ice-cold acetone-methanol and incubated with an anti-Myosin Heavy Chain antibody (1:1000, Millipore, Billerica, MA, USA) and an AlexaFluor 488- or AlexaFluor 594-labeled secondary antibody (Invitrogen, Grand Island, NY, USA). Analysis of myotube size was performed by measuring the average diameter of long, multi-nucleate fibers (*n* = 100–200 per condition) avoiding regions of clustered nuclei on a calibrated image using the Image J 1.43 software [73].

### Assessment of ROS levels

ROS were measured in cytosolic fractions using 2′, 7′-dichlorofluorescin diacetate (DCFH-DA) as a probe. DCFHDA is a stable, non-fluorescent molecule that readily crosses the cell membrane and is hydrolyzed by intracellular esterases to non-fluorescent 2′, 7′-dichlorofluorescein (DCFH), which is rapidly oxidized, in the presence of peroxides, to highly fluorescent 2′, 7′-dichlorofluorescein (DCF). The DCF is then measured fluorimetrically, as shown in [74]. Results are expressed as units of fluorescence (UF)/μg protein.

### Statistical analysis

All results are expressed as means ± SEM. Western blots show independent samples and are representative of at least two trials. Significance of the differences was evaluated by unpaired *T*-test or analysis of variance (ANOVA) followed by Tukey's post-test. Difference was considered significant when *p* < 0.05.

## SUPPLEMENTARY MATERIALS

How the deposited data were processed for this re-analysis (not part of the article)

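RNA-Seq was analysed for the quadriceps muscle of 4 Vehicle-treated and 4 Folfiri-treated male CD2F1 mice, grouped by the treatment named in the sample labels. The labels number the Vehicle libraries 18 to 21 and the Folfiri libraries 26 to 29 and name no batch, lane or date. Per the paper's methods, the authors built strand-specific libraries from poly(A) RNA with a SOLiD kit, removed low-quality reads and reads from rRNA and tRNA, mapped the rest with bfast to mm9 and a splice-junction library, and counted reads for RefSeq genes with bamutils. The deposited raw counts are the authors' reads for each of 12896 genes in each library, with no scaling. The deposited signal columns are the authors' raw counts divided by an effective library size for each library, so that the columns sum to 860422 to 1119972, and they were not used here. The deposited log2 fold changes of Folfiri over Vehicle were made by the authors with edgeR, whose version, test and filter their text does not name. The deposited p-values and FDR values were made by the authors in the same edgeR comparison, and served only as an alternative. The smallest sum of counts of a listed gene is 18 reads, by a filter that is not stated. Of the listed names 21 had been turned into dates, and those genes were kept under that name and in no gene list. Gene positions are those of the deposited table on mm9, and the paper's Cidea1 was taken as the listed gene Cidea. Further comparisons that the authors' notes name, with Folfox and paclitaxel, were not analysed here, and neither were genes of the mitochondrial chromosome.

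With R 4.3.3, edgeR 4.0.16 scaled the raw counts by TMM and tested the 12883 genes with at least 40 reads summed over the 8 libraries by its quasi-likelihood test, with Benjamini-Hochberg adjusted p under 0.05 called. The common coefficient of biological variation was 0.261, over 6 residual degrees of freedom. Gene lists were tested by camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists with at least 3 tested genes, then with an estimated correlation and by fry, which asks whether a list's genes move one way on balance. Each library's share of counts on the markers of a cell type was compared by an exact permutation test (two-sided, 70 arrangements). A gene with 0 reads in a group was given a bound against 3 counts over the group, and a gene with 1 to 3 reads a ratio with a 95% counting interval. The quasi-likelihood test, the exact test and DESeq2 1.42.0 were tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale. The exact test recovered 62% and 93% of them and called 23 of 12653 unchanged genes, and the quasi-likelihood test called 12 of those. Total counts had a median of 12183624 in Vehicle and 14633393.5 in Folfiri, TMM factors ran from 0.898 to 1.168, and correlations between replicates from 0.948 to 0.978.

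The samples, tests, gene lists and alternatives were fixed before the deposited data were examined, but after Figure 7, made from these same samples, had been seen. The lists of hepatocytes, brown adipocytes, all adipocytes and erythroid cells were drawn up with Figure 7 known and without its genes. They are therefore not independent of that figure. The named genes are those the paper gives for the RNA-Seq analysis or shows in Figure 7 (whose values had been seen), up to 5 called genes in each direction with the largest change and no overlap between groups, and for each list its 3 members with the smallest p and its 3 most abundant members, and other genes are said to be chosen after their values were seen. The lists cover the paper's mitochondrial, lipid and acute phase genes, all genes of Figure 7, the ubiquitin ligases, TGFβ family and myogenesis markers of Figure 4 and the genes of the proteins of Figure 3. They further cover oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid β-oxidation, mitochondrial biogenesis, mitochondrial ribosomal proteins, glycolysis, slow and fast fibre genes, the Z-disc, atrophy genes, autophagy, ERK and p38 response genes, p53 targets, cell cycle, the integrated stress response, heat shock, oxidative stress, interferon response, inflammatory cytokines, PPAR targets, lipogenesis, circadian clock, denervation and extracellular matrix. Cell type lists cover hepatocytes, brown and all adipocytes, erythroid cells, macrophages, neutrophils, lymphocytes, endothelial cells, Schwann cells, tendon, satellite cells, ciliated epithelium, heart muscle, kidney and skin, with a list of sex-linked genes to check labels. The result of 1 of the listed genes is not reported here. Lists of cytosolic ribosomal proteins and of haemoglobin and erythrocyte genes were added after the data were seen. The alternatives tried were the exact test, the likelihood ratio test, DESeq2, limma voom with sample quality weights, the robust quasi-likelihood test, RLE size factors, library totals only, filterByExpr, no filter, a minimum of 200 reads, the replicate number as a block, and each library left out in turn. Added after the data were seen were fits without Vehicle 2 and Folfiri 1, and without these and Folfiri 2, the authors' p-values, and the exact test and DESeq2 without each library.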

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

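The tests of liver RNA, of an acute phase programme, of expression in muscle, of brown fat, of a general fall of mitochondrial transcripts, of slow fibres and of fat in Vehicle 2 were chosen only after the results were seen. Of 94 groups of 4 libraries looked at, 16 held a value far from the other 3, and 11 of the 16 values were in Vehicle 2. Chance gives about 5 for independent values with a normal spread. Most groups were CPM of Figure 7 genes, which were picked on these samples and partly move together, so the number 16 is no test of an excess. Pzp and Fgb in Vehicle 2 are among the 16 with only 3 reads each.

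In Folfiri 1, Fabp1 stood at 19.7 CPM (0.0754 to 2.69 in the other Folfiri libraries) and Mup6 at 26.8 (1.51 to 4.62), and hepatocyte markers outside those the paper discusses had a median log2 fold change of 1.39, while Vehicle 2 stood far above the other Vehicle libraries for Alb (6.13 CPM against 0.241 to 0.523), Apoa2 (0.726 against 0 to 0.0683), Ttr (0.807 against 0), and Pzp and Fgb (0.242 each against 0). An acute phase programme as known in liver, where albumin and transthyretin fall, cannot be told apart here, since Alb, Ttr, Ahsg and Apoa1 had a median log2 fold change of 4.58 (largest standard error 1.35) but 3 of these 4 genes were picked for Figure 7 because they changed. RNA from liver in some libraries is a candidate explanation, since 9 of the 11 hepatocyte markers under 1 CPM in Vehicle, without the genes of Figure 7, were highest in Folfiri 1 and second in Folfiri 2, in the order of albumin. Markers low in Vehicle that still passed the read filter of the deposited table tend to have their reads in Folfiri. A top rank in the Folfiri group was therefore favoured by the choice of markers, and only the order within that group bears on the explanation. The other 8 of the 19 measured markers had 1 CPM or more on average in Vehicle, the most abundant, Trf, Vtn and Cyp2e1, at 35.9, 24.1 and 24.6 CPM in Vehicle and 46.9, 24.5 and 15.7 CPM in Folfiri, and fat as a source of those highest in Vehicle 2, such as Cyp2e1 (68.1 CPM there, 2.89 to 20.9 in the other Vehicle libraries), was not tested. Expression in muscle raised by the drugs cannot be told apart from it for the 11 liver genes of Figure 7, whose sum lay above every Vehicle library in 4 Folfiri libraries, but with a gap of 3.1 CPM next to a Vehicle SD of 4.9 CPM.

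In Vehicle 2, Ucp1 stood at 251 CPM (0.615 to 19.2 in the other Vehicle libraries) and Cidea at 94.8 (0.322 to 8.76), and the brown adipocyte markers outside Figure 7 held 1109 CPM there against 809 to 858. A general fall of mitochondrial transcripts by 1 or more on the log2 scale is argued against. Over 90 genes of oxidative phosphorylation and the tricarboxylic acid cycle the median log2 fold change was 0.00332. All 90 lay above -1, the lowest at -0.631. A smaller fall was not excluded by this test, which did not allow for gene length. Of the tricarboxylic acid cycle genes 16 of 18 were negative (median -0.252), as were all 21 of fatty acid β-oxidation (median -0.672). Of 37 complex I genes 26 were positive. Brown fat in a muscle sample is a candidate explanation, since 6 of the 7 brown adipocyte markers with a median under 2 CPM were highest in Vehicle 2, among them Otop1 at 19.1 CPM and Ntrk3 at 9.36 CPM, with Tmem26 as the exception. Elovl3 was nearly as high in Folfiri 1 (3.37 CPM) as in Vehicle 2 (3.39 CPM). Adrb3 is also in the list of all adipocytes, whose summed share was highest in Vehicle 2 too (12170 CPM). The count alone therefore does not part brown fat from other fat. The most abundant markers of that list, Gpd2 and Gmpr, are also expressed in muscle, at 412 and 211 CPM in Vehicle. An effect of the drugs on Ucp1 and Cidea within muscle or fat cells stays open and was not tested.

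The 21 fatty acid β-oxidation genes had a median log2 fold change of -0.672. Of 35 splits of the libraries, 1, the real one, gave a median as far from 0 (0.672 against 0.615 as the highest other). That is the smallest share 35 splits allow. Among the lists set before the data and not picked by the study, this list had the smallest camera p at the preset correlation. No other list's median was compared over the splits, so the choice of this list favours the real split. The list did not pass against other genes with an estimated correlation (adjusted p = 0.446 by camera). Nor did it pass by fry, which asks whether its own genes move one way on balance (adjusted p = 0.335). Chance is therefore argued against only weakly. Gene length is argued against, since the members lay below the 100 genes nearest in length to each by a median of -0.646 (standard error over members 0.0946), all 21 on that side. Fewer slow oxidative fibres in the Folfiri samples cannot be told apart from lower expression within fibres, since without Vehicle 2 and Folfiri 1 the slow-fibre list had a median of 0.586 while the β-oxidation median was -0.229, with only 10 splits of the libraries left and a root mean square of 0.104 over the other splits. How far fat in the Vehicle 2 sample adds to it cannot be told apart either: without that library the median was still -0.465, 20 of 21 genes were negative and 1 of 35 splits, the real one, gave a median as far from 0 (0.453 as the highest other), which goes against fat there as the whole cause, but other splits had a root mean square of 0.249.

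Other values stood out alone. Ucp1 in Folfiri 3 stood at 1.66 CPM, far from the other Folfiri libraries (0.431 to 0.564). Nnat, which encodes neuronatin, stood at 3.47 CPM in Folfiri 3 (0.434 to 0.933 in the others). Hspa1b stood at 39.3 CPM in Vehicle 2 (3.66 to 7.17 in the other Vehicle libraries). Gyk stood at 27.4 CPM in Vehicle 2 (2.6 to 3.14 in the others). Fam196b stood at 1.13 CPM in Vehicle 2 (0.322 to 0.392 in the others). Heart muscle markers summed to 497 CPM in Folfiri 4, where Actc1 is the most abundant (91.5 to 127 in the other Folfiri libraries). Macrophage markers and neutrophil markers, which the paper does not discuss, had median log2 fold changes of 0.62 and 2.05 above Vehicle.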

How the results depend on the processing

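The fits without Vehicle 2 and Folfiri 1, without these and Folfiri 2, and with the authors' p-values, and the exact test and DESeq2 without each library, were chosen only after the results were seen. Against 1 gene changed (1 higher, 0 lower) by the quasi-likelihood test, the exact test called 88 (66 and 22), the likelihood ratio test 101 (76 and 25), DESeq2 77 (52 and 25), limma voom with sample quality weights 3 (2 and 1), library totals only 3 (3 and 0) and the replicate block 3 (3 and 0); the cause was not tested. The robust test, RLE size factors, filterByExpr, no filter and a minimum of 200 reads each called 1, Exoc3l4, with an adjusted p from 0.0197 to 0.0438. Leave-one-out fits called 0 to 1 genes, 0 to 1 of them higher. Without Vehicle 2 and Folfiri 1, 0 genes were called, and without these and Folfiri 2, 2 (2 higher), with fewer samples in both. The authors' p-values adjusted over the genes tested gave 32 (24 higher, 8 lower). The exact test called 58 to 97 genes when each library was left out and 88 with no filter, and DESeq2 37 to 94, the lowest of both without Vehicle 4. The replicate numbers were not taken to pair the mice, which differ between the groups: samples of the same number had correlations of 0.3, 0.136, 0.0557 and 0.196, and Vehicle 1 and Vehicle 4 were closest to their own number, but Vehicle 2 and Vehicle 3 to Folfiri 3 and Folfiri 4 (0.289 and 0.294).

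Of the gene lists, 25 passed with camera's preset correlation, 0 with an estimated correlation and 4 by fry. The 25 calls were made with the correlation between genes taken as 0.01. The run with an estimated correlation also used fewer degrees of freedom, the 6 residual ones. How much either adds to the step from 25 to 0 was not tested. Why fry called 4 was not tested. With other scalings, filters or the block, 21 to 27 passed, and 17 (without Folfiri 1) to 27 (without Folfiri 3) when each library was left out. Without Vehicle 2 and Folfiri 1, 14 passed, 12 of them among the 25 and in the same direction, and without these and Folfiri 2, 14, 11 of them among the 25 and in the same direction. Of the 25, 2 and 4 took the opposite direction in these fits, 0 and 1 of them past the threshold. Without Vehicle 2 and Folfiri 1 these were heat shock genes (adjusted p = 0.887 by camera) and adipocyte markers (0.28), and slow-fibre genes, not among the 25, were higher (0.0131). Without these and Folfiri 2, the tricarboxylic acid cycle (0.735), the Z-disc (0.735), heat shock genes (0.891) and adipocyte markers (0.00113) reversed; the cause was not tested. The median log2 fold change of the fatty acid β-oxidation list stayed negative in all fits and was -0.229 without Vehicle 2 and Folfiri 1 and -0.206 without these and Folfiri 2. Among comparisons of named genes with the alternatives that were not added later, 5041 kept their side of the threshold, 115 of them with the opposite sign and past it in neither fit, 130 newly passed and 8 no longer passed. Among those of single lists, 534 kept their side, 29 of them with camera's direction turned and past it in neither fit, 23 newly passed and 81 no longer passed. The exact permutation test of the share of counts on each cell type's markers can give no p under 0.0286, so after adjustment over the lists it says little about stability. At 8505985 to 21056818 counts per library, depth limits the genes with few reads, such as Fgb, whose ratio has a 95% counting interval of 13.5 to 196.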

Differences from the paper's values

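The authors' p-values were taken up as an alternative only after the values were seen. At the paper's stated FDR under 5%, whose edgeR test and filter its text does not name, the paper's Figure 7 shows about 34 changed genes (about 34 in Figure 7, read by eye), of them about 25 higher and about 9 lower (about 25 and about 9 in Figure 7, read by eye). The quasi-likelihood test gave 1 changed, 1 higher and 0 lower, with 1224 genes at an unadjusted p under 0.05. No alternative set before the data were examined came within 1.5 times all 3 counts, or within 1.5 times any 1 of them. The exact test gave 88 (66 higher, 22 lower), the likelihood ratio test 101 (76, 25), DESeq2 77 (52, 25), limma voom with sample quality weights 3 (2, 1), library totals only and the replicate block 3 each (3, 0), the other fits 1 each and the leave-one-out fits 0 to 1. The exact test and the likelihood ratio test called all 34 of the Figure 7 genes (25 higher, 9 lower) and 54 and 67 genes outside it. DESeq2 called 18 of them (14 higher, 4 lower) and 59 outside, with 14 not called and 2 without an adjusted p. Limma voom called 2 of them, Scd2 and Fhl3, and 1 outside. Library totals only called 3 (Exoc3l4, Lrp2bp and Scd2), the replicate block 3 (Exoc3l4, Ccl8 and Scd2), and the fit without Vehicle 2, Folfiri 1 and Folfiri 2, chosen after seeing the values, 2 (Exoc3l4 and Scd2). The authors' p-values adjusted over the genes tested, chosen after seeing the values, gave 32 (24 higher, 8 lower), all in Figure 7, and drop 2 of its genes, Pax3 and Cidea. In the authors' deposited table itself 32 genes have an FDR under 0.05, and Pax3 and Cidea have an FDR of 0.0515. Every log2 fold change of the 34 genes had the direction of Figure 7, and 0 of 34 differed from the figure by more than its standard error. Both rest on the same samples, so this is not independent evidence. The standard error measures the spread between animals, and Dnah5 was compared only by its bound (log2 4.77). Under the alternatives set before the data were examined 41 of 616 values differed, in 23 genes. Among these were Ucp1 at -2.59 and Cidea at -1.03 by limma voom (about -6.4 and -4.6 in Figure 7, read by eye).

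The paper reports members of PPAR signaling among the genes with increased expression. Of 23 PPAR target genes 19 had a negative log2 fold change, with a median of -0.803 (adjusted p = 9.27e-06 by camera, and 0.446 with an estimated correlation), while Fabp1, a PPAR target that the paper names, had a log2 fold change of 5.94. The paper also describes its RNA-Seq data as showing mitochondrial genes down-regulated. Its markers Ucp1, Cidea and Acot2 had negative log2 fold changes, as had 16 of 18 tricarboxylic acid cycle genes, all 21 fatty acid β-oxidation genes and 16 of 25 biogenesis and dynamics genes. Complex I genes had 26 positive and 11 negative values, genes of complexes II to V 19 and 20, and mitochondrial ribosomal protein genes 47 and 10. These counts do not allow for gene length.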

Other observations

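The list of cytosolic ribosomal proteins, the list of haemoglobin and erythrocyte genes and the test of splits without the genes of Figure 7 were chosen only after the results were seen. Macrophage markers were higher in Folfiri muscle: all 19 had a positive log2 fold change, with a median of 0.62 (adjusted p = 6.4e-08 by camera, and adjusted p = 0.332 with an estimated correlation). Lyz2, the lysozyme of macrophages, stood at 18.1 ± 4.25 CPM in Vehicle and 34.2 ± 9.16 CPM in Folfiri muscle (SD, n = 4 each), and C1qa, a complement component made by macrophages, at 7.13 ± 1.84 and 15.5 ± 7.01 CPM. Of the list, 0 passed over all genes by edgeR's quasi-likelihood test, 2 by the exact test and 1 by DESeq2, with 9 higher at an unadjusted p under 0.05 and 8 adjusted over the list alone. Neutrophil markers were higher too, with S100a8, a calcium-binding protein of neutrophils, at 0.424 ± 0.243 and 2.71 ± 1.57 CPM and a median of 2.05 over 4 genes (adjusted p = 0.000534 by camera, and adjusted p = 0.0948 with an estimated correlation). Of these, 0 passed over all genes by the quasi-likelihood test, 2 by the exact test and 2 by DESeq2, with 3 at an unadjusted p under 0.05 and 3 adjusted over the list alone. Their summed share was 3.75 ± 1.16 and 10.0 ± 3.27 CPM (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.124). Tendon and cartilage markers were higher, with Scx, the transcription factor of tendon cells, at 3.27 ± 0.936 and 6.43 ± 1.11 CPM and a median of 0.70 over 13 genes (adjusted p = 0.000401 by camera, and adjusted p = 0.452 with an estimated correlation), 0.46 without Vehicle 1 and 0.43 without Folfiri 2. Of the tendon list, 0 passed over all genes by the quasi-likelihood test, the exact test or DESeq2, with 4 higher at an unadjusted p under 0.05 and 1 adjusted over the list alone. Its summed share was 295 ± 155 and 549 ± 285 CPM (exact permutation test, two-sided, p = 0.143, adjusted p = 0.31), with 964 CPM in Folfiri 2 and 339 to 498 CPM in the other Folfiri libraries. Genes of cytosolic ribosomal proteins were higher: 73 of 75 had a positive log2 fold change, with a median of 0.56, 0.35 without Folfiri 1. By camera p was 2.3e-19, not adjusted since the list was added, p = 0.0814 with an estimated correlation, and their median lay 0.392 above genes of like length, 67 of the 75 on that side. Of them, 14 were higher adjusted over the list alone, 36 at an unadjusted p under 0.05, 0 over all genes by the quasi-likelihood test, 4 by the exact test and 5 by DESeq2.

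The 5 ubiquitin ligase genes that the paper measured by qRT-PCR (Figure 4) were lower in the sequenced muscle, with a median log2 fold change of -0.62 (adjusted p = 7.37e-05 by camera, and adjusted p = 0.0948 with an estimated correlation). Trim63, the ligase MuRF1, stood at 362 ± 68.0 CPM in Vehicle and 226 ± 25.6 CPM in Folfiri muscle, and Fbxo32, the ligase atrogin-1, at 580 ± 87.2 and 378 ± 112 CPM (SD, n = 4 each). None of them passed over all genes by the quasi-likelihood or exact test, 1 was lower by DESeq2, 4 at an unadjusted p under 0.05 and 4 adjusted over the list alone. The wider list of 23 atrophy genes had a median of -0.22 (adjusted p = 0.00117 by camera, and adjusted p = 0.446 with an estimated correlation), -0.34 without Vehicle 4, and lost its call without Folfiri 1 (0.0543). Myod1, Myog and Pax7, the myogenesis markers, had log2 fold changes of 0.54, 0.38 and 0.24 (list adjusted p = 0.0424 by camera, and adjusted p = 0.461 with an estimated correlation), a call lost without Vehicle 1 (0.0902), Vehicle 2 (0.186), Folfiri 2 (0.0837) or Folfiri 4 (0.119, with 0.35 for Myod1). Myostatin, Tgfb1 and Tgfb2 had values of 0.08, -0.09 and 0.25 (list adjusted p = 0.745 by camera), and the 14 genes of the proteins of Figure 3 a median of -0.16 (adjusted p = 0.105 by camera). Myostatin stood at 0.46 without Vehicle 1 and -0.1 without Vehicle 2. Tgfb1 stood at -0.23 without Vehicle 1 and 0.2 without Folfiri 1, and Tgfb2 at 0.42 without Vehicle 1 and 0.13 without Folfiri 2. Mapk14, which encodes p38α, had a log2 fold change of -0.15 (adjusted p = 0.784 by edgeR's quasi-likelihood test), -0.07 without Vehicle 1 and -0.23 without Vehicle 2. Response genes of ERK and p38 had a median of -0.42 over 21 genes (adjusted p = 0.00683 by camera, and adjusted p = 0.502 with an estimated correlation), lost without Vehicle 4 (median -0.08, adjusted p = 0.282) or Folfiri 1 (0.0976).

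Slow-fibre genes had a median log2 fold change of -0.93, with all 10 negative (adjusted p = 0.063 by camera), and 0.28 without Vehicle 2. They passed as lower with library totals only (0.00409), with the replicate block (0.00105) and without Vehicle 1 (0.00384), Vehicle 4 (0.0197), Folfiri 2 (0.00306) or Folfiri 3 (0.0288). Myh7, the slow myosin, stood at 138 ± 149 CPM in Vehicle and 69.5 ± 54.7 CPM in Folfiri muscle (SD, n = 4 each), a log2 fold change of -0.98, and of 0.09 without Vehicle 2. Fast-fibre genes had a median of -0.16 over 13 genes (adjusted p = 0.325 by camera), and passed without Vehicle 2 (0.0075) or Folfiri 4 (0.0496). Z-disc and I-band genes had a median of -0.14 over 21 genes (adjusted p = 0.04999 by camera, and adjusted p = 0.564 with an estimated correlation). Their call was lost with filterByExpr (0.0512), a minimum of 200 reads (0.0625) and the replicate block (0.0529), and without Vehicle 1 (median -0.08, adjusted p = 0.27), Vehicle 2 (0.0834), Vehicle 3 (0.0618), Folfiri 1 (median -0.07, adjusted p = 0.458), Folfiri 2 (0.0837) or Folfiri 4 (0.0546), while the median was -0.21 without Vehicle 4 and -0.28 without Folfiri 3. Glycolysis genes had a median of -0.06 over 16 genes, 0.05 with library totals only (adjusted p = 0.219 by camera), and passed without Vehicle 2 (0.0295) or Folfiri 4 (0.0127).

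Genes of the integrated stress response were lower, with 16 of 20 negative and a median of -0.29 (adjusted p = 0.0026 by camera, and adjusted p = 0.446 with an estimated correlation), -0.18 without Vehicle 2 and -0.18 without Folfiri 1, where the call was lost (0.0543). Heat shock genes had a median of -0.33 over 22 genes (adjusted p = 0.00623 by camera, and adjusted p = 0.559 with an estimated correlation), lost without Vehicle 2 (median -0.16, adjusted p = 0.0933) or Folfiri 1 (median -0.11, adjusted p = 0.299). Adjusted over the list alone, Chac1 and Mthfd2 of the stress response and Hspa1a and Hspa1b of the heat shock genes were lower, against 1 and 2 genes by the exact test and 1 and 0 by DESeq2, and Chac1 and Hspa1b are among the genes the study picked for Figure 7. Interferon response genes were higher, with 18 of 23 positive and a median of 0.32 (adjusted p = 0.0326 by camera, and adjusted p = 0.564 with an estimated correlation). That call was lost without Vehicle 1 (median 0.19, adjusted p = 0.241), Vehicle 3 (0.0852), Folfiri 3 (median 0.10, adjusted p = 0.598) or Folfiri 4 (0.0715). Oxidative stress genes had a median of -0.15 over 26 genes (adjusted p = 0.0792 by camera), and passed without Vehicle 3 (0.0369), Vehicle 4 (0.012) or Folfiri 3 (0.023). Endothelial markers had a median of -0.30 over 19 genes (adjusted p = 0.00155 by camera, and adjusted p = 0.502 with an estimated correlation), lost without Folfiri 1 (median -0.17, adjusted p = 0.201). Schwann cell markers had a median of -0.40 over 12 genes (adjusted p = 0.0104 by camera, and adjusted p = 0.509 with an estimated correlation), -0.60 without Folfiri 3, and lost their call without Vehicle 2 (median -0.11, adjusted p = 0.244) or Folfiri 1 (0.128). Satellite cell markers had a median of -0.03 over 17 genes, 0.08 with library totals only (adjusted p = 0.0744 by camera), and passed with library totals only (0.0435) and without Folfiri 2 (0.0399) or Folfiri 4 (0.0165).

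Other lists did not pass by camera: autophagy (median -0.06 over 20 genes, 0.06 with library totals only, adjusted p = 0.143), p53 targets (0.15 over 23, adjusted p = 0.775), cell cycle (0.06 over 17, adjusted p = 0.325), circadian clock (-0.13 over 18, 0.01 with library totals only, adjusted p = 0.501), denervation (0.12 over 18, adjusted p = 0.775) and extracellular matrix (0.02 over 25, adjusted p = 0.913). Erythroid markers (0.08 over 8, adjusted p = 0.834), ciliated epithelium (0.36 over 5, adjusted p = 0.779), heart muscle (0.03 over 8, adjusted p = 0.834) and sex-linked genes (-0.09 over 4, 0.04 with library totals only, adjusted p = 0.285) did not pass by camera either. The added haemoglobin and erythrocyte genes had a median of 0.17 (camera p of 0.22, not adjusted). Krt10 was the 1 skin gene measured, with a log2 fold change of 0.43 (0.28 without Folfiri 1), and 0 genes of lymphocytes and 0 of kidney were measured. Cdkn1a, a p53 target that arrests the cell cycle, stood at 13.0 ± 2.26 CPM in Vehicle and 25.4 ± 13.0 CPM in Folfiri muscle (SD, n = 4 each), and Tyms, the thymidylate synthase that 5-fluorouracil inhibits, at 0.258 ± 0.0493 and 0.905 ± 0.285 CPM. Over all genes, 0 members of any list other than that of Figure 7 passed by the quasi-likelihood test. Tyms was the 1 cell cycle gene higher when adjusted over the list alone, with a log2 fold change of 1.78 (adjusted p = 0.299 by edgeR's quasi-likelihood test over all genes).

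Chance cannot be excluded for the number of genes called by the quasi-likelihood test, since 2 of 35 splits of the libraries called as many (1 gene, with 27 as the highest other), nor by the exact test (2 of 35 splits, 88 genes, with 121 as the highest other). For the number of lists called by camera, 1 of 35 splits, the real one, called as many (25 lists, with 23 as the highest other), but this count holds lists of genes that the study chose on these samples. With the genes of Figure 7 left out of all lists, the real split still led narrowly (1 of 35 splits, 20 lists, with 19 as the highest other). That is the smallest share 35 splits allow, so chance is argued against only weakly. The split that called 27 genes set Vehicle 1, Vehicle 4, Folfiri 1 and Folfiri 2 against Vehicle 2, Vehicle 3, Folfiri 3 and Folfiri 4, and all 27 were higher in the latter. Of these, 13 are among the 29 adipocyte markers, such as Cfd, Retn and Adipoq (chosen after their values were seen), so the split points to a structure of the samples that crosses the treatment.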
